# Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes

**DOI:** 10.1093/jxb/erv575

**Published:** 2016-01-29

**Authors:** Sai Krishna Talla, Madhusmita Panigrahy, Saivishnupriya Kappara, P Nirosha, Sarla Neelamraju, Rajeshwari Ramanan

**Keywords:** Chlorophyll cycle, cytokinin, dark-induced senescence, hydroxymethyl chlorophyll, pigment–protein complex, rice, stay green.

## Abstract

The phytohormone cytokinin (CK) is known to delay senescence in plants. We studied the effect of a CK analog, 6-benzyl adenine (BA), on rice leaves to understand the possible mechanism by which CK delays senescence in a drought- and heat-tolerant rice cultivar Nagina22 (N22) using dark-induced senescence (DIS) as a surrogate for natural senescence of leaves. Leaves of *N22-H-dgl162*, a stay-green mutant of N22, and BA-treated N22 showed retention of chlorophyll (Chl) pigments, maintenance of the Chl *a*/*b* ratio, and delay in reduction of both photochemical efficiency and rate of oxygen evolution during DIS. HPLC analysis showed accumulation of 7-hydroxymethyl chlorophyll (HmChl) during DIS, and the kinetics of its accumulation correlated with progression of senescence. Transcriptome analysis revealed that several plastid-localized genes, specifically those associated with photosystem II (PSII), showed higher transcript levels in BA-treated N22 and the stay-green mutant leaves compared with naturally senescing N22 leaves. Real-time PCR analyses showed that genes coding for enzymes associated with Chl *a*/*b* interconversion and proteins associated with light-harvesting complexes maintained higher transcript levels up to 72h of DIS following BA treatment. The pigment–protein complexes analyzed by green gel remained intact in both *N22-H-dgl162* and BA-treated N22 leaves even after 96h of DIS. Thus, CK delays senescence by accumulation of HmChl and up-regulating genes in the Chl cycle, thereby maintaining the Chl *a*/*b* ratio. Also, CK treatment retains higher transcript levels of PSII-related genes, resulting in the stability of photosynthetic pigment complexes and functional stay-greenness in rice.

## Highlight

Cytokinin induces functional stay-greenness by maintaining the Chl *a/b* ratios and the stability of photosynthetic complexes during dark-induced senescence in rice.

## Introduction

In higher plants, photosynthesis is the process by which light energy from the sun is converted to chemical energy. Chlorophylls (Chls), associated with two pigment–protein complexes, namely photosystem I and II (PSI and PSII), located in the thylakoid membranes of the chloroplast, play a central role in this process. Chl *a* and Chl *b*, the main constituents of the photosynthetic apparatus, are identical molecules except for the side chain at C7, which is a methyl group in the former and a formyl group in the latter (Rüdiger, 2002). Chl *a* is synthesized from glutamate by several steps and is converted to Chl *b* via an intermediate, 7-hydroxymethyl chlorophyll (HmChl), in a cyclic reaction called the Chl cycle, which is well conserved across all land plant species and is important for photosynthesis by green leaves (Tanaka and Tanaka, 2007). The primary energy conversion reactions of photosynthesis are executed in the reaction center (RC), a complex of several proteins, pigments, and cofactors, which, along with the light-harvesting complexes (LHCs), form PSI and PSII. Chl *a* is component of the RC and LHC complexes of both PSI and PII. The LHC comprises Chl *a*, Chl *b*, xanthophylls/carotenoid pigments, and proteins (Lhca1–Lhca4 in PSI, Lhcb1–Lhcb6 in PSII) which collectively form the antenna complex. Conversion of Chl *a* to Chl *b* is by two-step oxidation catalyzed by the enzyme chlorophyll *a* oxygenase (Cao) in rice (Morita *et al.*, 2005). Chl *b* is then converted back to Chl *a* by two-step reduction, thus constituting a cycle. The first reduction is by Chl *b* reductase which requires heterodimerization of non-yellow coloring 1 (*Nyc1*) and *Nyc1*-like (*Nol*) gene products in rice (Kusaba *et al.*, 2007; Sato *et al.*, 2009) to yield HmChl, and a second reduction is by HmChl reductase (Hcar), resulting in Chl *a* (Sakuraba *et al.*, 2013). The Chl cycle plays a crucial role in the greening process, light acclimatization, and leaf senescence.

Leaf senescence is the endogenously regulated degradation process resulting in irreversible yellowing and finally death of the organ. Several genes that were found to be highly differentially expressed during senescence have been referred to as senescence-associated genes (SAGs), and many of these have been used as molecular markers indicative of the process. Genetic variants of plants showing retention of leaf greenness and delay of senescence exhibit the stay-green phenotype (Hörtensteiner, 2006). Degradation of the photosynthetic pigment Chl *a* is one of the major events during leaf senescence. Stay-green mutants are ideal subject for studying Chl degradation (Cha *et al.*, 2002; Armstead, 2007; Jiang *et al.*, 2007; Morita *et al.*, 2009; Sato *et al.*, 2009; Schelbert *et al.*, 2009). Five categories of stay-green traits have been described (Thomas and Howarth, 2000), of which two categories, Type A and B, are of agronomic importance because the delay of senescence in Type A plants is due to delay in initiation whereas in Type B plants it is due to the slower progression of Chl degradation and loss of photosynthetic efficiency.

Interplay of phytohormones can regulate senescence, and it is known that cytokinins (CKs), auxins, and gibberellins (GA_3_) delay, while salicylic acid, jasmonic acid, abscisic acid (ABA), and ethylene accelerate leaf senescence. The auxin indole-3-acetic acid (IAA) is known to be involved in retarding senescence in detached senescing leaves of Arabidopsis (Noh and Amasino, 1999; Cohen *et al.*, 2003). In plants, IAA is synthesized by two major pathways, namely a tryptophan-independent pathway where indole-3-glycerol phosphate (IGP) is the direct precursor, and a tryptophan-dependent pathway where tryptophan derived from IGP is the precursor (Mano and Nemoto, 2012). In contrast, ethylene and ABA promote senescence. Exogenous application of ethylene promotes visible yellowing of leaves, and several ethylene biosynthesis genes are up-regulated during senescence (van der Graaf *et al.*, 2006). Ethylene is synthesized in a few highly regulated steps by conversion of *S*-adenosylmethionine to 1-aminocyclopropane-1-carboxylic acid (ACC) by ACC synthase, which is then converted to ethylene by ACC oxidase (ACO). Transgenic broccoli containing an antisense ACC oxidase gene showed major reduction in ethylene production and improvement in head color changes after harvest (Henzi *et al.*, 2000). ABA is converted to phaseic acid as a result of hydroxylation by ABA-8' hydroxylase (Ahs), a cytochrome P450 monoxygenase. The synthesis as well as the breakdown of ABA regulates its endogenous levels. A lesion-mimic rice mutant (*spl3*) is insensitive to ABA and shows delayed dark-induced and natural senescence (Wang *et al.*, 2015).

The plant hormone CK retards senescence in detached leaves and promotes greening in plants (Richmond and Lang, 1957; Kakimoto, 2003). Heterologous expression of the *Agrobacterium tumefaciens* isopentyl transferase (IPT) gene coding for an enzyme which catalyzes the rate-limiting step of CK production results in increased levels of endogenous CK in plants (Akiyoshi *et al.*, 1984). Transgenic plants of important crop species including rice, cassava, and cotton expressing the IPT gene under the *SAG12* promoter convincingly show that CK delays leaf senescence (Lin *et al.*, 2002; Zhang *et al.*, 2010; Liu *et al.*, 2012). The stay-green phenotype caused by overexpression of the IPT gene induced extreme drought tolerance (Rivero *et al.*, 2007) and delayed stem and leaf senescence (Ma and Liu, 2009). CKs play a role in preserving the structure and function of the photosynthetic machinery under stress conditions (Cherniad’ev, 2009). CK increases sink activities by stimulating assimilate accumulation in chloroplasts of older leaves (Criado *et al.*, 2009). The role of CK in the biosynthesis of Chl, stimulation of tetrapyrole biosynthesis, chloroplast transcription (Zubo *et al.*, 2008), and enhancement of photosynthetic efficiency has also been demonstrated (Yaronskaya *et al.*, 2006). CK has been reported to retard Chl degradation (Kao, 1980; Jordi *et al.*, 2000). However, the actual step of CK involvement in the Chl metabolic pathway and the mechanisms by which it could retard senescence are not known. An ethylmethane sulfonate (EMS)-induced, stay-green mutant (*N22-H-dgl162*) of the Nagina22 (N22) rice cultivar showing delayed senescence was earlier identified in a field screen under prolonged drought and heat conditions (Panigrahy *et al.*, 2011). The aim of this study was to investigate the mechanism of CK-mediated delay of dark-induced senescence (DIS) in rice, taking cues from the stay-green mutant. We studied the effect of 6-benzyl adenine (BA) on the photosynthetic apparatus in rice leaves during DIS by green gel analysis and HPLC profiling of the pigments and their identification by MS/MS analysis. We analyzed the transcriptome of BA-treated versus untreated N22 leaves to identify genes induced by CK during DIS. Real-time PCR analyses of genes associated with PSII, senescence, and the Chl cycle were carried out to understand the possible mechanism by which CK delays senescence in rice leaves.

## Materials and methods

### Plant growth conditions

For all experiments, rice seedlings were grown in similar size pots (five plants per pot) containing field soil, in a greenhouse with controlled temperature settings of 30 °C/25 °C during 16h light (20 µmol m^−2^ s^−1^ of photosynthetic photon flux)/8h dark cycle, respectively, and 60% constant humidity. Fifteen plants at the four-leaf stage were covered with cardboard boxes for dark treatment in the greenhouse. The middle portion of the third leaf from the apex was taken in all experiments. Treatment of detached leaves with a 2mg ml^−1^ solution of BA was as described by Jiang *et al.* (2007), followed by exposure to DIS at different time intervals ranging from 0h to 96h with or without BA. Dark treatment was used as a means to induce senescence.

### Photosynthesis measurement

Detached leaves were blotted dry after treatments at various time points and transferred into a leaf disc oxygen electrode chamber (LD-2; Hansatech Instruments Ltd, King’s Lynn, UK). The topmost capillary matting was moistened with 200 µl of 1M bicarbonate buffer (pH 9.0), which results in a gaseous atmosphere of ~5% (v/v) CO_2_ in the chamber. The leaf discs were arranged on this matting symmetrically in three successive rings of one, six, and 12. Oxygen in the chamber was calibrated for every sample as per the manufacturer’s instruction. Photosynthetic oxygen evolution was measured at 25 °C by a computer program, supplied by the manufacturer.

### Chlorophyll fluorescence measurement

A portable pulse amplitude-modulated fluorescence meter (Walz, Effeltrich, Germany) was used to obtain measurements of leaf Chl fluorescence. The measurements were taken at 20 °C and in green light. Initial (*F*_o_), maximal (*F*_m_), and variable (*F*_v_=*F*_m_–*F*_o_) fluorescence were determined directly after dark acclimation. To obtain *F*_m_, a light pulse of 2000 μmol m^−2^ s^−1^ was applied. The quantum yield under illumination [(*F*_m_'–*F*_t_)/*F*_m_'] was determined during the measurement. The experiment was carried out three times.

### Pigment extraction and analysis

Leaf samples (~200mg) were ground to a fine powder with liquid nitrogen, and pigments were extracted with 80% acetone. The samples were centrifuged at 15 000 *g* for 10min and the supernatant was used for Chl estimation and HPLC analysis (Roca *et al.*, 2004). Chls were determined according to Arnon (1949) using a Shimadzu UV-VIS spectrophotometer (model UV-2600, Japan). HPLC analysis of Chl pigments was done according to Jiang *et al.* (2007) by using an Agilent HPLC 1100 series equipped with a C-18 column (Waters Nova-Pak, 3.9×150mm) and a dual absorbance detector. Separation was carried out on an elution gradient with the mobile phases (A) ion pair reagent (1M ammonium acetate in water)/methanol (1:4, v/v) and (B) acetone/methanol (1:4, v/v), at a flow rate of 1.2ml min^−1^. The gradient was isocratic A for 4min, isocratic B for 20min, and a return to A for 6min, and detection was at 660nm. The absorption spectrum of each peak was obtained from their respective chromatograms in the HPLC profile. The eluted Chl pigment samples were collected in special eppendorf tubes. The HPLC-purified samples were vacuum centrifuged for 2h to a powdered form for further analysis.

### MS analysis

The dried pellet of HPLC-purified Chl pigments was dissolved in 50% acetonitrile (ACN) containing 0.1% trifluoroacetic acid (TFA), and 1 μl of matrix (5mg ml^–1^ 50% ACN containing 0.1% TFA) was spotted on the MALDI (matrix-assisted laser desorption ionization) target plate. The sample was allowed to air dry. The mass spectra were acquired using a 4800 MALDI TOF-TOF analyzer obtained from Applied Biosystems (Foster City, CA, USA). The mass spectrometer was ﬁtted with an Nd:YAG laser (355nm) to ionize samples at 200 Hz. The ion path lengths of linear, reﬂector, and MS/MS modes were 1.5, 3, and 2.4 m, respectively. The instrument consists of a high-energy collision-induced (CID) cell, and spectra were obtained using air as the CID gas with 1kV and 2kV energy in the positive ion mode.

### Microarray analysis

Total RNA was extracted with TRIzol reagent (Sigma Aldrich) from BA-treated and untreated detached N22 leaves after 72h of DIS and used for hybridization of a Rice Affymetrix gene-chip (51K arrays) containing probe sets designed from 48 564 japonica and 10 260 indica gene sequences according to the Affymetrix GeneChip expression analysis technical manual. Three biological replicates were used for the experiment. Annotation of the differentially expressed probes was done using NetAffyx software of Affymetrix and further validated using BLASTX search through NCBI. The microarray data have been submitted to the GEO repository; they were assigned the GEO accession number GSE55902, and can be viewed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55902

### Quantitative PCR (qPCR) analysis

Total RNA from rice leaves was treated with RNase-free DNase I (Invitrogen) to remove DNA and used for reverse transcription with a superscript-III cDNA synthesis kit (Invitrogen). Real-time PCR was performed as described previously (Jisha *et al.*, 2015). Rice *OsActin1* was used as internal control, and relative gene expression levels were calculated using the 2^−ΔCT^ method [–ΔC_T_ indicates –(C_T_ of target–C_T_ of *OsActin1*), and C_T_ is the threshold cycle number of the amplified gene].

### Native gel electrophoresis of chlorophyll–protein complexes

The native Chl–protein complexes were separated as described by Allen and Staehelin (1991) with some modifications. To isolate thylakoid membranes, leaves were ground using a mortar and pestle with liquid nitrogen in an ice-cold grinding buffer (50mM HEPES, pH 7.6, 0.3M sorbitol, 10mM NaCl, 5mM MgCl_2_), filtered through two layers of Miracloth, and centrifuged at 3000 *g* for 5min at 4 ^o^C. The supernatant was centrifuged at 20 000 *g* for 7min and the pellet was then washed twice and resuspended in buffer containing 50mM HEPES, pH 7.6, 0.1M sorbitol, 10mM NaCl, 5mM MgCl_2_.

For electrophoresis, the resolving gel (8.0%) contained 25mM TRIS-HCl (pH 8.8) and 10% glycerol, while the stacking gel (4.0%) contained 25mM TRIS-HCl (pH 6.8) and 10% glycerol. The electrode buffer contained 25mM TRIS, 192mM glycine (pH 8.3), and 0.1% SDS. Before electrophoresis, the isolated thylakoid membrane suspension was centrifuged and the pellet was washed twice in 2mM TRIS-maleate (pH 7.0) (Oh *et al.*, 2003) and resuspended in solubilization buffer (4% digitonin, l% glycerol). The samples were kept on ice for 30min, and insoluble materials were removed by centrifugation at 15 000 *g* for 10min. The samples were equally loaded onto each well and then normalized to the fresh weight; following electrophoresis, the green gel was photographed under visible light.

### Western blot analysis

Rice leaves were ground into fine powder in liquid nitrogen and protein was extracted with 5ml of ice-cold grinding buffer (50mM HEPES, pH 7.6, 0.3M sorbitol, 10mM NaCl, 5mM MgCl_2_) per 150mg FW of leaves. The homogenate was filtered through two layers of Miracloth and centrifuged at 3000 *g* for 5min at 4 °C to remove the debris. The protein content was determined by Bradford assay (Biorad) and 50 µg of protein for each sample were diluted to 1× concentration using 5× SDS loading buffer (Takara) and subjected to SDS–PAGE after boiling. The proteins were separated by 10% SDS–PAGE, and electrotransferred to polyvinylidene fluoride (PVDF) membranes (Amersham) according to standard procedures. Blots were probed with rabbit anti-PsbP [a 23kDa protein from the oxygen-evolving complex (OEC) of PSII] antibodies (1:2000) and detection was with horseradish peroxidase (HRP)-conjugated goat anti-rabbit secondary antibodies (1:5000) followed by the ECL-Plus Western blotting Detection system (Roche) according to the manufacturer’s instructions. Antibodies were from Agrisera.

### Statistics

The data presented are the mean values (±SE) of results from 3–4 experiments conducted on different days. The data were subjected to further statistical significance by one-way ANOVA using SigmaPlot Version 11.0.

### Primers

Primers used in this study are listed in Supplementary Table S1 at *JXB* online.

## Results

### Cytokinin-mediated changes in physiological parameters during DIS in rice

Detached leaves of an EMS-induced, stay-green mutant (*N22-H-dgl162*) of the drought- and heat-tolerant rice cultivar N22 remained green, whereas detached leaves of N22 turned yellow when subjected to DIS for 5 d (Fig. 1A). Exogenous application of CK to detached leaves has been shown to prevent senescence (Richmond and Lang, 1957). Treatment of detached N22 leaves with BA, a synthetic CK, retarded yellowing, and the leaves remained green even after 120h of DIS (Fig. 1A). Thus, treatment of N22 leaves with BA maintained greenness and retarded yellowing during DIS.

**Fig. 1.**
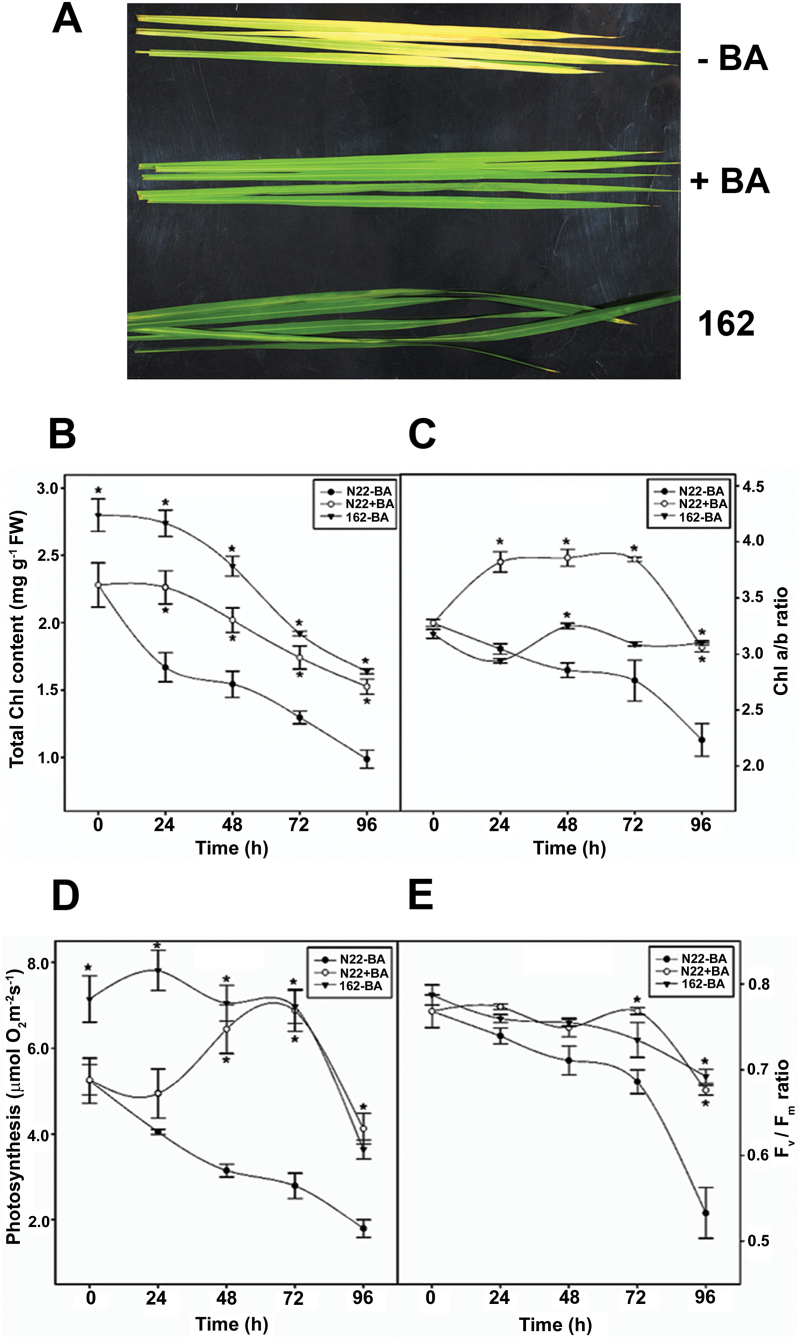
Effect of cytokinin treatment on rice leaves. (A) Phenotypic appearance of 4-week-old detached leaves of N22 with (+BA) or without BA (–BA) and *N22-H-dgl162* (162) incubated in the dark for 5 d. (B) Total chlorophyll (mg g^–1^ FW leaves). (C) Chl *a*/*b* ratio. (D) Photosynthetic oxygen evolution (µmol O_2_ m^−2^ s^−1^). (E) Chlorophyll fluorescence parameters expressed in terms of the *F*_v_/*F*_m_ ratio in detached N22 rice leaves with and without BA treatment and *N22-H-dgl162* leaves at different time intervals of dark incubation. Data represents mean values (± SE) from at least four independent experiments. Asterisks indicate statistically significant differences (*P*<0.05) between the control and BA-treated N22/*N22-H-dgl162* cut leaves. (This figure is available in colour at *JXB* online.)

During the ontogenic progress of senescence, there is a sequential loss of Chl content and photosynthetic functions in barley leaves (Wiedemuth *et al.*, 2005). The total Chl level was higher at all time points in *N22-H-dgl162* and BA-treated N22 leaves when compared with untreated N22 leaves (Fig. 1B). The Chl *a/b* ratio increased from 3.0 to 4.0 in BA-treated leaves after 24h of DIS and remained constant till 72h, followed by a slight decrease at 96h. In the untreated N22 leaves, the Chl *a/b* ratio decreased from 3.0 to 2.2 after 96h of DIS. In *N22-H-dgl162* leaves, the ratio remained constant at ~3.0 even after 96h of DIS (Fig. 1C). Thus, maintaining both a higher Chl level and a higher Chl *a/b* ratio distinguishes the mutant and BA-treated N22 leaves from untreated senescing N22 leaves.

The functionality of stay-greenness in mutant and BA-treated N22 leaves was evaluated during DIS by measuring the rates of photosynthetic oxygen evolution and characteristics of Chl fluorescence (*F*_v_/*F*_m_)_._ Photosynthetic oxygen evolution measurements showed that the rate decreased from 5.4 µmol O_2_ m^−2^ s^−1^ at 0h to 3.6 µmol O_2_ m^−2^ s^−1^ in BA-treated N22 and from 7.0 µmol O_2_ m^−2^ s^−1^ to 4.5 µmol O_2_ m^−2^ s^−1^ in *N22-H-dgl162* leaves after 96h of DIS. In the untreated N22 leaves, the rate of O_2_ evolution decreased steadily to 2 µmol O_2_ m^−2^ s^−1^ after 96h of DIS (Fig. 1D). The *F*_v_/*F*_m_ ratio is indicative of maximum efficiency of the PSII photochemical process. The *F*_v_/*F*_m_ ratio remained constant at ~0.7 in *N22-H-dgl162* and BA-treated N22 leaves but decreased steadily to 0.5 in untreated N22 leaves after 96h of DIS (Fig. 1E). This result indicates that after 96h of DIS the PSII apparatus functioned more efficiently in *N22-H-dgl162* and BA-treated N22 leaves than in untreated N22 leaves.

### Enhanced greenness under dark conditions in CK-treated leaves of rice is accompanied by accumulation of chlorophyll intermediates

The photosynthetic pigment profiles were analyzed by HPLC in order to study the stability of Chl pigments. Pigments extracted from fresh N22 leaves (0h control) showed two peaks at 660nm in the HPLC chromatogram, which correspond to Chl *b* and Chl *a* based on the absorption spectra, with retention time (*t*_ret_ min^–1^) values of 10.3 and 10.9, respectively (Fig. 2A). In addition to the two peaks obtained in the 0h control, the leaves without BA treatment showed a peak at 11.1 whereas BA-treated leaves and *N22-H-dgl162* leaves showed two peaks at 10.5 and 11.1 after 72h of DIS (Fig. 2A). To study the kinetics of the 10.5 peak accumulation, peak area was calculated from HPLC runs of BA-treated N22 samples at different time intervals of DIS. The accumulation kinetics showed a linear increase in the 10.5 peak area from 24h to 96h, with a decline only at 120h of dark incubation (Fig. 2B). It is interesting to note that it is during this 96–120h period that leaves begin to turn yellow.

**Fig. 2.**
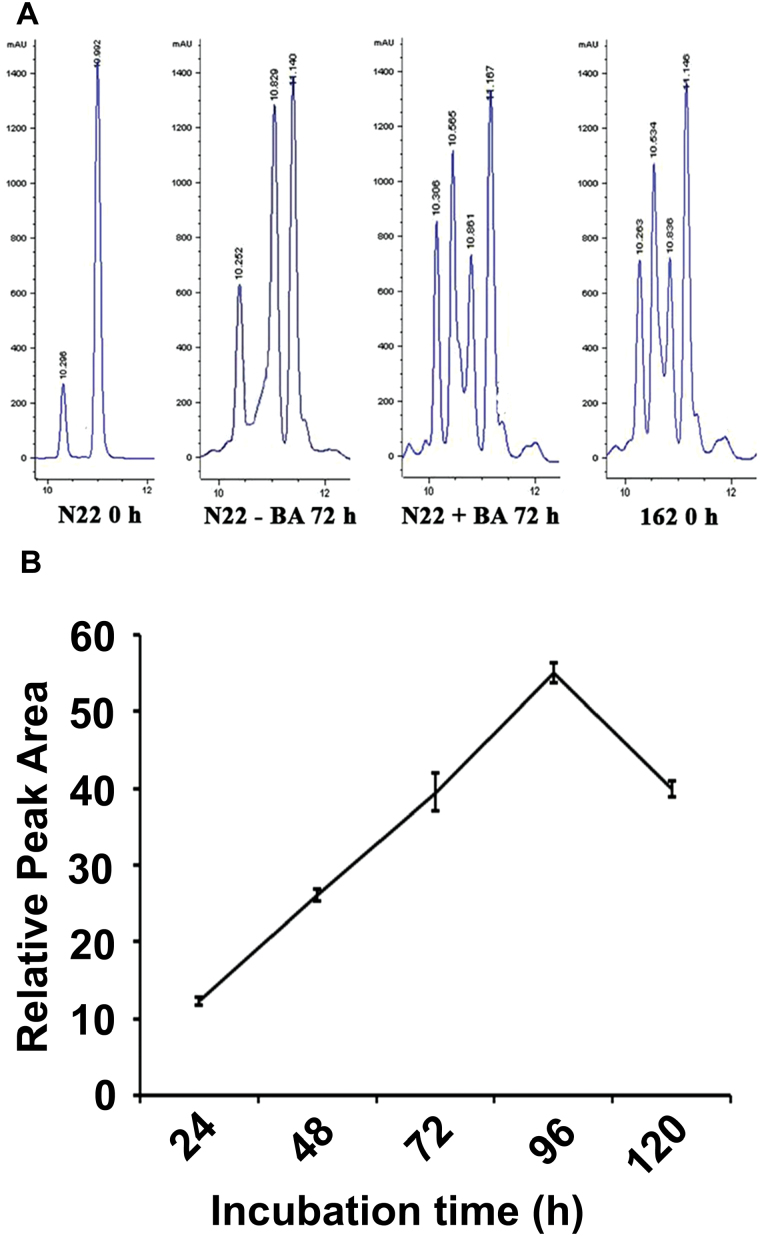
Photosynthetic pigment profiles of rice leaves. (A) HPLC profile of chlorophyll pigments from leaves of 4-week-old rice plants. Total chlorophyll was extracted from cut leaves of N22 before (N22 0h) and after dark incubation for 72h with (N22 +BA) or without (N22 –BA) BA treatment and untreated *N22-H-dgl162* (162 0h). Peaks are numbered according to their retention time in minutes. Similar results were reproduced in at least five independent experiments. (B) Kinetics of relative peak area of the additional peak at ~10.5min observed in N22 +BA and *N22-H-dgl162* HPLC profiles following 0–120h of dark treatment. Similar results were reproduced in at least three independent experiments.

MS was used to identify the Chl derivatives obtained by HPLC fractionation. One or more ionic species in solution can be detected and characterized based on the *m/z* values obtained by electron spray ionization (ESI)-MS. The pigment fractions separated by HPLC for individual samples were pooled and analyzed by applying positive ion mode. N22 leaves at 0h showed two ionic species, Chl *b* (908.5) and Chl *a* (893.5), corresponding to the two HPLC peaks at 10.3 and 10.9 *t*_ret_ min^–1^, respectively (Fig. 3). N22 leaves without BA treatment after 72h of DIS showed three ionic species with *m/z* values of 893.5, 908.5, and 915 corresponding to Chl *b*, Chl *a*, and the sodium adduct of Chl *a*, respectively. On the other hand, BA-treated N22 leaves after 72h of DIS showed several additional peaks, the most consistent being ionic species with *m/z* values of 910 and 925, which correspond to 7-hydroxymethyl Chl *a* (910) and hydroperoxy Chl *a* (925).

**Fig. 3.**
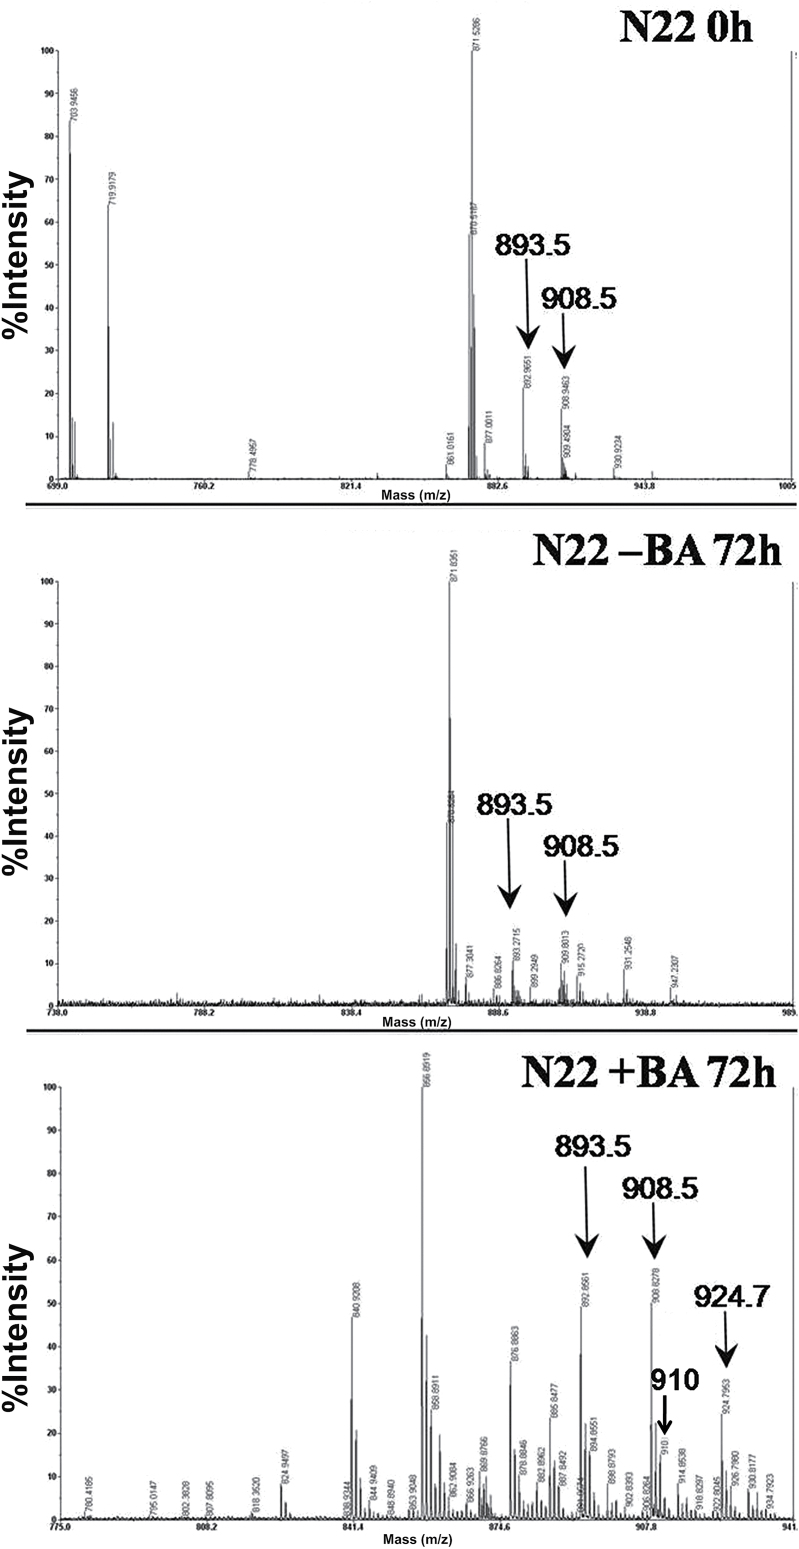
Mass spectra of HPLC-fractionated samples from N22 leaves at 0h and 72h of DIS without and with BA treatment. Three independent experiments were performed and only the consistently occurring peaks are labeled.

It is known that treatment of Chl *b* with sodium borohydride (NaBH_4_) results in the formation of HmChl (Ito *et al.*, 1996). In order to confirm the identity of the accumulated intermediate, authentic HmChl was prepared by reduction of Chl *b* with NaBH_4_ and 8-hydroxyquinoline (8-HQ) in methanol. N22 leaves treated with 8-HQ and methanol alone showed a minor peak at 10.5 *t*_ret_ min^–1^ (Fig. 4A), which can be explained by the fact that addition of 8-HQ stabilizes HmChl. Addition of NaBH_4_ resulted in a major peak at retention time 10.5min and two other peaks at 10.2min and 10.8min (Fig. 4B). The absorption spectrum of the 10.5min peak in BA-treated samples matched that of HmChl (Ito *et al.*, 1996; Fig. 4C). These results confirmed that HmChl accumulated in the dark-induced Chl extracts of BA-treated samples of N22 at 72h of DIS.

**Fig. 4.**
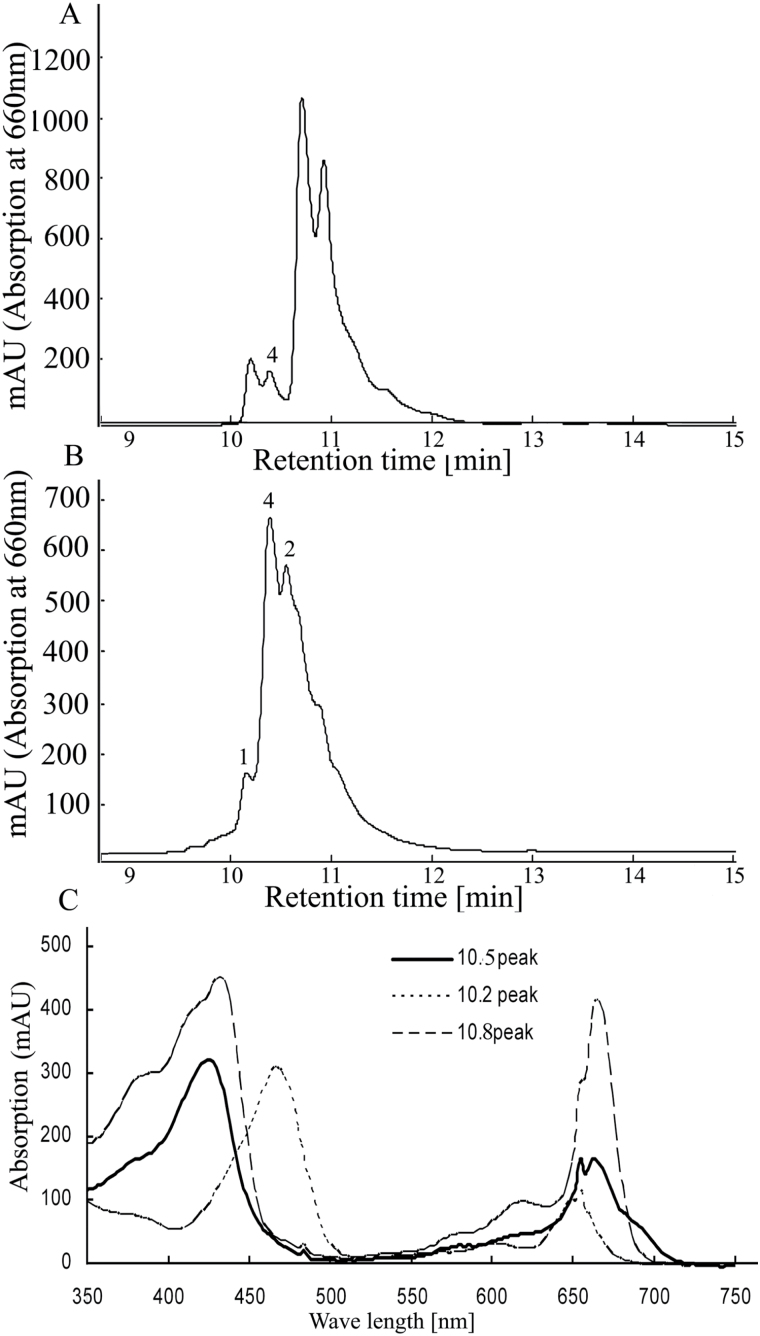
HPLC profile of the authentic 7-hydroxymethyl chlorophyll prepared from leaf chlorophyll extract of N22 in (A) 8-hydroxyquinoline (8-HQ) and methanol; and (B) 8-HQ, methanol, and NaBH_4_. (C) Absorption spectra of the peaks with retention times 10.2, 10.8, and 10.5min observed in the HPLC profiles.

### Cytokinin-mediated molecular events in delay of DIS

To gain insight into the molecular events in the delaying of DIS by CK, microarray analysis of BA-treated versus untreated N22 control samples was carried out using the Affymetrix 3'UTR (untranslated region) rice genome array consisting of 57 381 probe sets. 

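Transcripts were measured on 6 Affymetrix rice arrays, 3 from detached N22 leaves kept in a solution of 6-benzyl adenine (BA, a synthetic cytokinin, at 2 mg/ml) and 3 from leaves kept in the same solution without BA. N22 (Nagina22) is a rice cultivar, and the third leaf of plants 30 days old was used. The paper and the extraction protocol give 72 h of darkness for both groups, whereas 1 label field of the samples gives 2 h; the arrays are treated here as 72 h of DIS. The paper states that the 3 replicates of each group are biological. All 6 arrays come from 1 time point, so a rise or fall here means higher or lower with BA than without it. Whether BA raised a transcript or the untreated leaves lost it cannot be told. RNA was converted to biotin-labelled cRNA, and the authors deposited 1 signal per probe set, summarised over its probes with PLIER and a variance stabilization. The submitters' processing notes also name RMA, and how the arrays were scaled to each other is not given in the sources used here. The lowest signal was 16 on every array, so a constant is already in the values, and the median signal per array lay between 22.5 and 23.3. The deposited signals were transformed to log2(signal + 1) and compared between the groups with limma over 57258 rice probe sets, with Benjamini-Hochberg adjustment and without the 123 control probe sets. Fold changes on this scale understate the change of transcripts near the constant. Of all 57381 probe sets, 22436 were listed with 1 gene, 95 with several and 34850 with none, and a gene was read from its brightest probe set. Themes for 42 gene lists were set before the data were examined, and 12 further lists and 1 pooled list were set after the gene names were seen. Members were picked from the 2460 genes that carry a name in the reference before values were tested, except that 1 gene was taken out of the heat shock protein list after that list had been tested. Lists of at least 3 measured genes were tested with limma's camera, at a preset correlation of 0.01. Of the 31 tested lists fixed first, 7 were called by treatment. Other splits of the 6 arrays into 3 and 3 called from 3 to 7. A list's call at that correlation therefore does not by itself set treatment apart from other differences between arrays. The arrays differed in ways that moved with the treatment. On the log2 scale the poly-A control RNAs, which are added to the sample before labelling, differed by -1.14 between BA-treated and untreated arrays, the hybridization controls by -0.456 and the 28S rRNA control by -1.44 (exact permutation test, two-sided, p = 0.1 for each, the smallest p that 3 arrays against 3 allow). The 28S rRNA signal was 346 on untreated replicate 3 and between 28.3 and 47.1 on the other arrays. For the GAPDH control the 3′ minus 5′ log2 signal differed by 0.237 between the groups (exact permutation test, two-sided, p = 0.1), and for the actin control by -0.171 (p = 0.3 from the same exact test). BA replicates 2 and 3 were closer to each other than any other arrays, with an SD of their log2 difference of 0.16 against 0.416 to 0.615 for the other pairs. They were kept as 2 samples, as the paper counts them, and adjusted p-values depend on that. Without BA replicate 1 these 2 arrays are the whole BA group. Array weights also favour them, at 2.17 and 2.46 against 0.534 to 0.851 for the other arrays. If the 2 arrays are not independent, adjusted p-values under both settings are too small. The number of arrays limits the precision of every value.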

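MT2C and MT2B, which encode metallothioneins, small cysteine-rich proteins that bind metals, had the largest falls in BA-treated leaves among the named genes that passed the test. The MT2C signal was 103 ± 33.1 (SD, n = 3 arrays) with BA and 7101 ± 2162 (SD, n = 3) without it, at an adjusted p of 0.0068 from limma, and all 5 probe sets of the gene lay lower, each of a class open to cross-hybridization (_a_at or _x_at). The MT2B signal was 40.1 ± 6.08 (SD, n = 3) with BA and 609 ± 152 (SD, n = 3) without (adjusted p = 0.0064 from limma), but of its 4 probe sets the 3 that lay lower are of that class and the other showed a log2 change of only -0.06 (adjusted p = 0.91). With the mean of a gene's probe sets the log2 changes were -5.02 for MT2C and -2.78 for MT2B. The other metallothionein genes, MT1B and MT4A, had log2 changes of -0.71 (adjusted p = 0.78) and -0.35 (adjusted p = 0.93) with overlapping groups, and the family was not tested as a list. The calmodulin-like gene CML29 fell by 2.37 on the log2 scale (adjusted p = 0.013), EGY3 fell by 1.94 (adjusted p = 0.038), the bZIP factor gene ABF2 fell by 1.67 (adjusted p = 0.044) and GLU2 fell by 1.25 (adjusted p = 0.043). Among the genes that rose, LOX1.1, a lipoxygenase, had a signal of 387 ± 19 (SD, n = 3) with BA and 94.7 ± 16.3 (SD, n = 3) without, a log2 change of 2.03 (adjusted p = 0.014 from limma). OsNrx1-2, read from a single probe set also open to cross-hybridization (_s_at), rose by 2.01 (adjusted p = 0.0045), CAD6, a cinnamyl alcohol dehydrogenase of lignin synthesis, by 1.50 (adjusted p = 0.0076) and CDPMEK, a kinase of plastid isoprenoid synthesis, by 0.90 (adjusted p = 0.035). For each of these genes all 3 BA-treated arrays lay on one side of all 3 untreated arrays, which the rule for naming them required. In all, 53 probe sets were higher and 38 lower with BA at an adjusted p under 0.05 from limma, and 61 of these 91 were listed with 1 gene. At more than 1.5-fold and an unadjusted p under 0.05, 991 were higher and 1236 lower. That balance turned without BA replicate 1, at 1398 higher and 1057 lower, and narrowly without untreated replicate 1, at 1252 higher and 1239 lower. It was 1078 higher and 1776 lower without untreated replicate 3. The groups did not overlap for 8020 probe sets, or 14%, and 4858 had an unadjusted p under 0.05. Chance gives 10% without overlap only if all 6 arrays are independent. BA replicates 2 and 3 may not be, which would raise that share, so no excess over chance can be read from it. An ordinary pooled-variance test of the group means called 1 probe set higher and 0 lower after adjustment. The paper names no such test for the arrays. At the 1.5-fold and unadjusted thresholds this test gave 685 higher and 802 lower. By limma 0 probe sets were called without BA replicate 2 and 0 without BA replicate 3 (1788 and 1781 at the 1.5-fold and unadjusted thresholds), and 0 when these 2 arrays were averaged as 1 sample, a setting chosen after the correlations between arrays were seen (1755 at those thresholds). Without BA replicate 2 or 3 the log2 changes were -6.20 and -6.28 for MT2C, against -6.09 over all arrays, 1.98 and 2.03 for OsNrx1-2 and 1.47 and 1.48 for CAD6. That of CAD6 depended on the offset, at 1.06 with offset 16 (adjusted p = 0.011 from limma) against 1.50. Without untreated replicate 1, 2 or 3 the numbers higher were 35, 41 and 31 and the numbers lower 31, 82 and 44, and without BA replicate 1 they were 98 and 44. Without BA replicate 2 the adjusted p of the genes named here ran from 0.072 to 0.33, and without BA replicate 3 from 0.066 to 0.34. MT2C, MT2B, OsNrx1-2 and CAD6 kept an adjusted p under 0.05 without any 1 of the other 4 arrays, whereas without untreated replicate 1 that of LOX1.1 was 0.058 and that of CML29 0.062. The calls of CDPMEK and GLU2 were lost without any 1 of the 6 arrays, with adjusted p between 0.058 and 0.32, at log2 changes from 0.85 to 0.94 for CDPMEK and from -1.34 to -1.17 for GLU2. Those of EGY3 and ABF2 were lost without untreated replicate 1 (0.085 and 0.072) or BA replicate 1 (0.07 and 0.077), that of EGY3 also without untreated replicate 3 (0.064) and that of ABF2 without untreated replicate 2 (0.089). With offset 16 the calls of EGY3, ABF2 and GLU2 were lost (0.061, 0.063 and 0.053), and with eBayes trend those of CDPMEK, GLU2 and ABF2 (0.18, 0.083 and 0.05 after rounding). That of CDPMEK was also lost over probe sets above the median (0.066) and with the mean of a gene's probe sets (0.053).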

Genes showing a >1.5-fold difference with a *P*-value <0.05 from three biological replicates were selected. 

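All 9 cellulose synthase genes (CESA), which make the cellulose of the cell wall, had a log2 change below 0 in BA-treated leaves, with a median of -0.78. The list fell as a group (adjusted p = 3.7e-06 from limma's camera; adjusted p = 0.2 with an estimated correlation). CESA8 had a signal of 23.5 ± 3.05 (SD, n = 3 arrays) with BA and 68.5 ± 14 (SD, n = 3) without, a log2 change of -1.49 (standard error 0.17, adjusted p = 0.059 from limma, in a range from 0.024 with array weights to 0.44). For CESA5 the signals were 30.2 ± 10.1 and 100 ± 13.8 (SD, n = 3 each), a log2 change of -1.73 (standard error 0.24, adjusted p = 0.094). None of the 9 was called by limma over all probe sets, 6 were lower at an unadjusted p under 0.05 and 6 when adjusted over the list alone. CESA5 had an adjusted p of 0.027 without BA replicate 1, in a range from 0.027 to 0.6 over all settings tried. That lowest value rests on the close BA replicates 2 and 3 alone as the BA group. The study names this pathway from the same arrays, so its direction is not independent evidence, and the same holds for the other pathways named here. Of 6 glutathione S-transferase genes, which detoxify by joining glutathione to their substrates, 2 were above 0 and 4 below. Their median log2 change was -0.06, with a mean of 0.07 and an upward sign in camera (adjusted p = 0.96), and none was called over all probe sets, over the list alone or at an unadjusted p under 0.05. GSTU6 had a log2 change of 0.78 (adjusted p = 0.68), and none of the 6 could be tied to a glutathione S-transferase locus of Table 1. For 22 genes of reactive oxygen scavenging the median was -0.01, the mean 0.04 and the sign in camera downward (adjusted p = 0.97); by limma 0 were called over all probe sets and 0 adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. Catalase CAT-A had a signal of 2877 ± 118 (SD, n = 3) with BA and 1156 ± 663 (SD, n = 3) without (log2 change 1.55, adjusted p = 0.49). Untreated replicate 3 read 399 against 1629 and 1442 on the other untreated arrays, and without it the log2 change of CAT-A was 0.91 (adjusted p = 0.074, in a range from 0.074 to 0.98 over all settings tried). The peroxidase genes PRX112 and PRX74 had log2 changes of -0.14 and -0.01. Of 17 genes of starch and sucrose synthesis, a list added after the names were seen, 13 were below 0, with a median of -0.24 (camera, adjusted p = 0.12), and limma called 0 over all probe sets, 1 lower adjusted over the list alone, and 1 higher and 4 lower at an unadjusted p under 0.05. Only EREBP1 and ERF78 stood for the ethylene-responsive transcription factors, at log2 changes of -0.09 and -0.07. The GABA shunt was measured by 1 named gene, the succinic semialdehyde dehydrogenase SSADH1, at -0.38 (adjusted p = 0.62). The poly-A control RNAs added to the samples read lower on the BA-treated arrays (-1.14 on the log2 scale). The median log2 change of all rice probe sets was -0.0035, so the rice signals as a whole did not move with them.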

Up-regulated pathways included CK regulation, auxin biosynthesis, nitrogen metabolism, and response to oxidative stress, whereas cellulose biosynthetic, carbohydrate metabolic, ethylene-responsive, and GABA (γ-aminobutyric acid) shunt pathways were down-regulated. 

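In BA-treated leaves the signals of RR1, RR4, ABA8OX2, petC, GDH2 and Fd-GOGAT lay above those of every untreated array, and the signal of SWEET14 lay below them. These 7 genes are the part of Table 1 that could be tied to a probe set, out of 54 entries for 53 loci. RR1 and RR4 were matched by the names the table gives. The other 5 were matched as the only gene of the stated product that the reference names on the chromosome given in the locus number; since the reference names only part of the rice genes, these 5 matches are an inference. All 7 changed in the direction of the table and passed the study's thresholds, and 1, Fd-GOGAT, had an adjusted p under 0.05 from limma. The study chose the genes on these arrays, so their direction is not independent evidence.

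**Figure D1:**
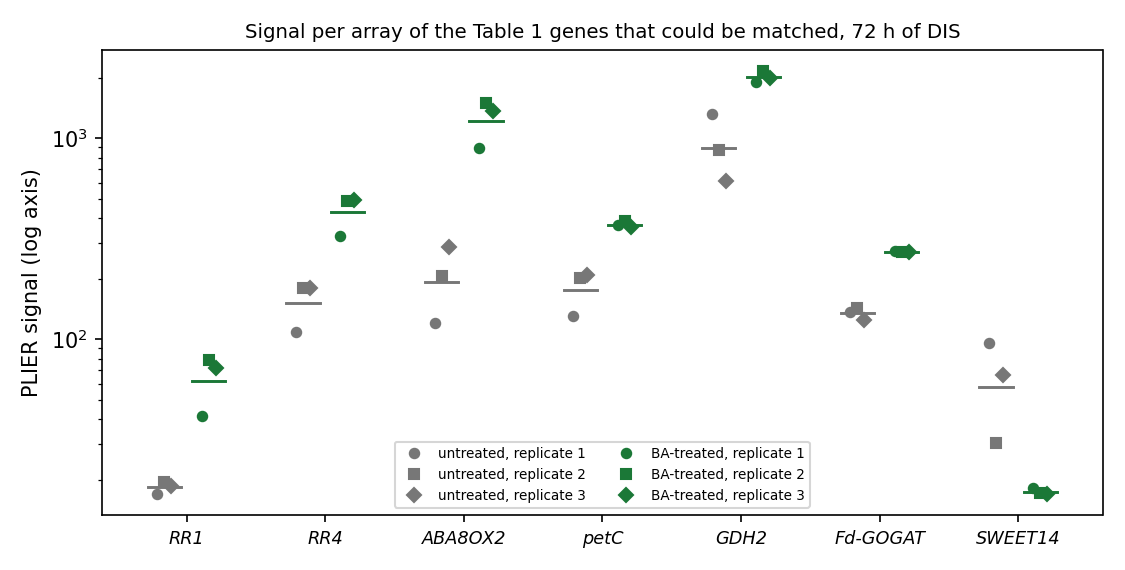
Signal per array (PLIER, log axis) of 7 genes of Table 1 on 3 untreated (grey) and 3 BA-treated (green) N22 arrays at 72 h of DIS; circles, squares and diamonds are replicates 1, 2 and 3, and lines are geometric means taken on signal + 1. RR1 lies between 17 and 19.4 on the untreated arrays and between 41.3 and 79 on the BA-treated arrays, and SWEET14 between 30.4 and 95.8 and between 17 and 18.2.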

The details of differentially regulated genes are listed in Table 1.

**Table 1.** Differential expression of genes involved in various metabolic pathways upon treatment with cytokinin during DIS

Broad functional category	Gene locus ID	Gene name	Fold change
Cytokinin metabolism	LOC_Os01g10110	CK dehydrogenase/oxidase	19.6
	LOC_Os01g72330	OsRR4 type-A response regulator	3.0
	LOC_Os04g36070	OsRR1	3.1
	LOC_Os03g08624	Dihydroflavonol-4-reductase	2.4
	LOC_Os01g13610	Isoflavone reductase	2.9
ABA metabolism	LOC_Os08g36860	ABA hydroxylase	7.0
	LOC_Os12g17880	Ubiquitin protein ligase	2.58
Ethylene metabolism	LOC_Os11g37520	Ethylene overproducer 1-like	–1.9
	LOC_Os02g53180	ACC oxidase	-4.0
	LOC_Os06g03990	ACC synthase	-1.7
Auxin metabolism	LOC_Os03g03450	Anthranilate phosphoribosyltransferase	2.2
	LOC_Os09g08130	Indole-3-glycerol phosphate synthase	8.1
	LOC_Os07g08430	Tryptophan synthase alpha-subunit	2.4
	LOC_Os06g42560	Tryptophan synthase beta chain 2	1.8
	LOC_Os02g42350	Indole-3-acetonitrile nitrilase	1.7
	LOC_Os01g06660	Indole-3-pyruvic acid decarboxylase	3.5
	LOC_Os12g32750	Tryptamine monooxygenase	–2.0
PSII complex	LOC_Os07g04840	PSBP-1, 23kDa oxygen evolving complex	2.1
	LOC_Os07g37030	Cytochrome b6-f complex iron–sulphur subunit	2.2
	LOC_Os07g37240	LHCB4.2 chlorophyll A-B binding protein	2.6
	LOC_Os01g31690	PSBO1, oxygen-evolving enhancer protein 1	2.3
	LOC_Os04g38410	Lhcb6 chlorophyll A-B binding protein	3.2
	LOC_Os12g19470	Ribulose bisphosphate carboxylase small chain	2.9
	LOC_Os12g19381	Ribulose bisphosphate carboxylase small chain	2.5
GABA metabolism	LOC_Os08g36320	Glutamate decarboxylase	–2.6
	LOC_Os03g44150	Aminotransferase	–1.6
Carbohydrate metabolism	LOC_Os02g34560	Plant neutral invertase	2.6
	LOC_Os11g07440	Plant neutral invertase	3.0
	LOC_Os01g53930	Hexokinase	–1.6
	LOC_Os11g31190	Nodulin MtN3 family protein	–3.6
	LOC_Os12g29220	SAG29	–14.5
	LOC_Os03g11420	beta-Glucosidase (SAG)	–3.9
Chlorophyll metabolism	LOC_Os04g41260	Protoporphyrinogen oxidase	–2.9
Nitrogen metabolism	LOC_Os04g45970	Glutamate dehydrogenase (NAD+)	2.8
	LOC_Os07g46460	Glutamate synthase	2.2
Oxidative stress	LOC_Os10g38340	Glutathione *S*-transferase	4.2
	LOC_Os01g72140	Glutathione *S*-transferase	10.5
	LOC_Os01g27390	Glutathione *S*-transferase	9.9
	LOC_Os10g38600	Glutathione *S*-transferase	5.7
	LOC_Os10g38360	Glutathione transferase	5.1
	LOC_Os10g38640	Glutathione *S*-transferase 4	4.2
	LOC_Os10g38340	Glutathione transferase	4.2
	LOC_Os10g38780	Glutathione *S*-transferase	2.8
	LOC_Os01g27210	Glutathione *S*-transferase	2.1
	LOC_Os04g17050	Glutaredoxin/GST	2.1
	LOC_Os09g23370	Glutathione-dependent-formaldehyde	1.9
	LOC_Os01g72160	activating enzyme	1.9
	LOC_Os12g32650	Glutathione transporter	1.8
Triacylglycerol degradation	LOC_Os01g46370	Triacylglycerol lipase	–1.9
	LOC_Os05g11910	GDSL-like lipase/acylhydrolase	–8.4
	LOC_Os06g06290	GDSL-like lipase/acylhydrolase	–9.5
Transport genes	LOC_Os02g17500	Sugar transporter	–1.9
	LOC_Os05g04610	ABC transporter	–2.6
	LOC_Os01g70490	Potassium transporter	–1.6

Two genes of the A-type two-component CK signal transduction system (*OsRR1* and *OsRR4*) and CK-responsive genes such as cytokinin dehydrogenase/oxidase (*Cdg*), isoflavanol reductase, and dihydroflavanol reductase were up-regulated in the BA-treated N22 leaves, suggesting a negative feedback regulation commonly observed in many cell signaling systems (Hirose *et al.*, 2007; Tsai *et al.*, 2012) and homeostatic control of CK activity (Wang *et al.*, 2011).

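Type-A response regulators, which cytokinin induces and which dampen its signal, rose as a group in BA-treated leaves (camera, adjusted p = 0.00061). That call was lost with an estimated correlation (adjusted p = 0.37) and with limma's fry (adjusted p = 0.065). Their median log2 change was 1.60, and 5 of 6 genes were above 0. The RR4 signal was 436 ± 93 (SD, n = 3 arrays) with BA and 155 ± 40.8 (SD, n = 3) without, a log2 change of 1.50 (standard error 0.26, adjusted p = 0.14 from limma). The RR1 signal was 64.1 ± 20 with BA and 18.3 ± 1.21 without (SD, n = 3 each), a log2 change of 1.70 (standard error 0.25, adjusted p = 0.11). RR1 had an adjusted p of 0.013 without BA replicate 1, in a range from 0.013 to 0.61 over all settings tried. That lowest value rests on BA replicates 2 and 3 alone as the BA group, which are close to each other. RR9 and RR2, named after their values were seen, had log2 changes of 1.98 and 1.86 (adjusted p = 0.49 and 0.57), and RR5 had -0.05. By limma 0 members were called over all probe sets, 2 were higher when adjusted over the list alone and 4 at an unadjusted p under 0.05. RR1 and RR4 are in Table 1, so the list is not independent evidence. All 5 cytokinin dehydrogenases, the enzymes that degrade cytokinin, had a log2 change above 0, with a median of 0.29, and the list passed the test (camera, adjusted p = 0.043; adjusted p = 0.37 with an estimated correlation). CKX4 had a log2 change of 1.02 (adjusted p = 0.5) and CKX3, at signals of 19.8 ± 1.5 with BA and 16.6 ± 0.259 without (SD, n = 3 each) near the constant in the values, of 0.24 (adjusted p = 0.5). Limma called 0 members over all probe sets and 0 adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. Table 1 gives 19.6-fold for a cytokinin dehydrogenase locus that could not be tied to 1 gene. With all 5 above 0 and a mean log2 change of 0.43, no member as read here reached that fold. By qPCR the paper also finds cytokinin dehydrogenase higher with BA at 72 h of DIS. The call of the cytokinin dehydrogenase list was lost without untreated replicate 2 (0.052), untreated replicate 3 (0.14, and 0.14 with BA replicates 2 and 3 averaged as well) or BA replicate 1 (0.17), with array weights (0.094), with offset 16 (0.061), and over the probe sets above the median (0.19) or above the 25th percentile (0.087), in a range of adjusted p from 0.017 to 0.37 over all settings tried. For 8 genes of cytokinin synthesis and activation the median log2 change was 0.24 (camera, adjusted p = 0.96); LOGL9 had -0.99 (adjusted p = 0.54) and LOGL6 0.32 (adjusted p = 0.5), and limma called 0 of the 8, with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 adjusted over the list alone. In lists added after the names were seen, 4 type-B response regulators had a median of -0.16 (camera, adjusted p = 0.72) and 5 cytokinin receptor and phosphotransfer genes a median of -0.12 (camera, adjusted p = 0.66).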

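Of 8 genes of tryptophan and auxin synthesis, 3 had a log2 change above 0 in BA-treated leaves and 5 below. NIT4, a nitrilase, had a signal of 298 ± 29.7 (SD, n = 3 arrays) with BA and 188 ± 30.4 (SD, n = 3) without, a log2 change of 0.67 (standard error 0.15, adjusted p = 0.23 from limma). The anthranilate synthase genes ASA1, ASA2 and ASB2, of the branch that leads to tryptophan, had log2 changes of -0.29 (adjusted p = 0.37), 0.93 (adjusted p = 0.74) and -0.33 (adjusted p = 0.88). The median over the list was -0.07, the mean 0.09 and the sign in camera upward (adjusted p = 0.97). By limma 0 members were called over all probe sets, 1 was higher when adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. These members were picked by name, and none was tied to an auxin locus of Table 1, though some may be among those loci.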

Several genes related to the biosynthesis of the auxin IAA via different pathways were up-regulated in BA-treated leaves during DIS (Table 1). 

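ABA8OX2, an ABA 8'-hydroxylase that starts the breakdown of ABA, had a signal of 1253 ± 317 (SD, n = 3 arrays) in BA-treated leaves and 205 ± 83.8 (SD, n = 3) in untreated leaves. This was a fold change of 6.31 (log2 change 2.66, standard error 0.36, adjusted p = 0.091 from limma), higher on 3 of 3 BA-treated arrays than on any untreated array. Its adjusted p ranged from 0.029 with array weights to 0.48 over the settings tried. ABA8OX1, of the same family, had a signal of 254 ± 47.4 with BA and 1069 ± 1156 without (SD, n = 3 each), and the untreated arrays spread from 67.4 to 2333 (standard error of the log2 change 1.24, adjusted p = 0.91). ZEP, a zeaxanthin epoxidase of ABA synthesis, had a log2 change of -0.30 (adjusted p = 0.76). For 8 dehydrin and LEA protein genes, which ABA commonly induces, the median log2 change was 0.00 and the mean -0.01 (camera, adjusted p = 0.96), and limma called 0 over all probe sets, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The match of ABA8OX2 to the locus of Table 1 is the inference by product and chromosome described there, and the ubiquitin ligase was not matched.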

The levels of ABA-8' hydroxylase and a ubiquitin-ligase gene negatively regulating ABA biosynthesis were increased 7-fold and 2.5-fold, respectively, suggesting increased ABA catabolism upon BA treatment. The ethylene biosynthetic genes, ACC synthase and ACC oxidase, were down-regulated in BA-treated rice leaves under DIS. This indicates that the auxin pathway is up-regulated while ABA and ethylene pathways are down-regulated by CK during DIS.

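ACO1, an ACC oxidase of the last step of ethylene synthesis, had a signal of 32 ± 23.8 (SD, n = 3 arrays) in BA-treated leaves and 69.7 ± 28.6 (SD, n = 3) in untreated leaves. This was a log2 change of -1.25 (standard error 0.53, adjusted p = 0.62 from limma), and the groups overlapped. The ACC synthase genes ACS1 and ACS2 had log2 changes of -0.04 (adjusted p = 0.97) and 0.55 (adjusted p = 0.95), and ACS2 ranged from 37.2 to 535 on the untreated arrays. Over these 3 genes the median was -0.04 (camera, adjusted p = 0.84), and limma called 0 over all probe sets, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The 3 genes could not be tied to the ACC synthase and oxidase loci of Table 1. In a list of 8 ethylene receptor and signalling genes added after the names were seen, 5 were below 0, with a median of -0.06, a mean of 0.25 and an upward sign in camera (adjusted p = 0.81). EIL1B, a transcription factor gene of that list, had a log2 change of 1.45 (adjusted p = 0.24, in a range from 0.039 without untreated replicate 1 to 0.82).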

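Transcripts of the auxin response list, which holds the Aux/IAA and GH3 families, fell as a group in BA-treated leaves (camera, adjusted p = 0.00027; adjusted p = 0.28 with an estimated correlation). Of 35 genes, 29 had a log2 change below 0, and the median was -0.32. IAA18 had a signal of 33.7 ± 6.77 (SD, n = 3 arrays) with BA and 124 ± 34 (SD, n = 3) without, a log2 change of -1.83 (standard error 0.24, adjusted p = 0.084 from limma, in a range from 0.037 with array weights to 0.48). IAA15 had a signal of 158 ± 27.5 with BA and 350 ± 46.5 without (SD, n = 3 each), a log2 change of -1.15 (standard error 0.17, adjusted p = 0.11). On the other side, IAA5 had a log2 change of 0.62 (adjusted p = 0.4) and GH3.2 of 0.75 (adjusted p = 0.49). Aux/IAA proteins repress auxin signalling and GH3 enzymes join auxin to amino acids, and the genes of both families are known to respond to auxin. By limma 0 members were called over all probe sets, 6 were lower when adjusted over the list alone, and 11 were lower and 2 higher at an unadjusted p under 0.05. From the higher transcripts of ABA hydroxylase and of a ubiquitin ligase gene, the paper proposes that ABA catabolism is increased. By qPCR the paper also finds ABA hydroxylase, cytokinin dehydrogenase, OsRR1 and OsRR4 higher with BA at 72 h of DIS. With the higher transcripts of IAA synthesis genes and the lower ones of ACC synthase and ACC oxidase, it reasons that CK regulates the auxin pathway up and the ABA and ethylene pathways down during DIS.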

Microarray analysis showed higher expression of several genes associated with PSII of the photosynthesis light reaction in BA-treated leaves when compared with untreated N22 leaves during DIS. These included *Lhcb4* and *Lchb6*, genes encoding Chl *a/b*-binding proteins (*Cbp*) from the LHC, and the oxygen-evolving enhancer genes *PsbO* and *PsbP* from the OEC of PSII. In addition, the cytochrome *b*_6_-*f* complex subunit, a component of the light reaction of photosynthesis, was up-regulated. Thus, CK regulates the light-harvesting and oxygen-evolving functions in the chloroplast. However, protoporphyrinogen oxidase (*Ppo*) involved in Chl biosynthesis showed lower expression. 

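Genes of the photosynthetic light reactions were higher as a group in BA-treated than in untreated leaves, with 10 of 11 above 0 and a median log2 change of 0.52. The pooled list had an adjusted p = 0.0012 from camera, and its call was lost with an estimated correlation (adjusted p = 0.56) and with fry (adjusted p = 0.35). RCABP69, a chlorophyll a/b-binding protein, had a signal of 88.6 ± 13.8 (SD, n = 3 arrays) with BA and 36.6 ± 11.7 (SD, n = 3) without, a log2 change of 1.29 (standard error 0.25, adjusted p = 0.18 from limma). RCABP89 had a log2 change of 0.81 (adjusted p = 0.62) and CAB2R of -0.20 (adjusted p = 0.97). In PSII, OEE3 of the oxygen-evolving complex had a signal of 732 ± 82 with BA and 553 ± 79.2 without (SD, n = 3 each), a log2 change of 0.41 (adjusted p = 0.5), and PSB28 had 0.07. The PSI genes PSAH and PSAG had log2 changes of 0.50 (adjusted p = 0.76) and 0.10 (adjusted p = 0.97). By limma 0 members were called over all probe sets, 2 were higher when adjusted over the list alone and 4 at an unadjusted p under 0.05. The 3 light-harvesting genes alone had a median of 0.81 (camera, adjusted p = 0.1), with 1 higher when adjusted over the list alone. The pooled list holds petC of Table 1, so it is not wholly independent evidence. None of its other genes was tied to a locus of that table, though some may be among those loci.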

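The petC gene, for the iron-sulphur subunit of the cytochrome b6-f complex that links PSII to PSI, had a signal of 372 ± 12.9 (SD, n = 3 arrays) in BA-treated leaves and 180 ± 43.8 (SD, n = 3) in untreated leaves. This was a log2 change of 1.07 (standard error 0.19, adjusted p = 0.15 from limma), a fold change of 2.11, higher on 3 of 3 BA-treated arrays than on any untreated array. All 4 genes of photosynthetic electron transport were above 0, with a median log2 change of 0.59, and the list rose (camera, adjusted p = 0.016; adjusted p = 0.64 with an estimated correlation and 0.3 with fry). LFNR1, a leaf ferredoxin-NADP reductase, had a log2 change of 0.65 (adjusted p = 0.4). Limma called 0 members over all probe sets, while 2 were higher when adjusted over the list alone and 2 at an unadjusted p under 0.05. Because petC is in Table 1, its list is not independent evidence. The call of the list was lost without untreated replicate 2 (0.052) or BA replicate 1 (0.18), in a range of adjusted p from 0.00019 to 0.64 over all settings tried.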

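Fd-GOGAT, the ferredoxin-dependent glutamate synthase, rose in BA-treated leaves, with a signal of 272 ± 3.06 (SD, n = 3 arrays) against 134 ± 9.55 (SD, n = 3) in untreated leaves. This was a fold change of 2.02 (log2 change 1.01, standard error 0.08, adjusted p = 0.025 from limma), higher on 3 of 3 BA-treated arrays than on any untreated array. Its other probe sets had log2 changes of 0.98 (adjusted p = 0.041) and 0.53 (adjusted p = 0.82). GDH2, a glutamate dehydrogenase, had a signal of 2020 ± 130 with BA and 938 ± 361 without (SD, n = 3 each), a log2 change of 1.18 (standard error 0.28, adjusted p = 0.26), with no overlap between the groups. The small-subunit gene of Rubisco RBCS1 had a signal of 62.9 ± 6.05 with BA and 36.1 ± 6.29 without (SD, n = 3 each), a log2 change of 0.79 (standard error 0.14, adjusted p = 0.15), and RBCS had 0.70 (adjusted p = 0.93); neither could be tied to 1 of the Rubisco loci of Table 1. Of 5 Calvin cycle genes, 4 were above 0, with a median log2 change of 0.70, and the list rose (camera, adjusted p = 0.021; adjusted p = 0.37 with an estimated correlation and 0.099 with fry), with 0 called by limma over all probe sets, 3 higher when adjusted over the list alone and 3 at an unadjusted p under 0.05. R5P3E, a ribulose-phosphate epimerase, had -0.20. Of 21 genes of nitrogen assimilation, 11 were above 0 and 10 below, with a median of 0.06 (camera, adjusted p = 0.36). Fd-GOGAT was the 1 gene of that list higher over all probe sets and over the list alone, while 3 were higher and 1, the ammonium transporter gene AMT3-2 at -0.85 (adjusted p = 0.41), was lower at an unadjusted p under 0.05. Both lists hold genes the study picked from these arrays, so their direction is not independent evidence. The call of Fd-GOGAT was lost without untreated replicate 1 (0.074), BA replicate 1 (0.054), BA replicate 2 (0.22) or BA replicate 3 (0.22), with eBayes trend (0.17), over probe sets above the median (0.052) and with the mean of its probe sets (0.12, at a log2 change of 0.84), in a range of adjusted p from 0.012 to 0.41 over all settings tried. That of the Calvin cycle list was lost without untreated replicate 2 (0.1) or BA replicate 1 (0.23) and with array weights (0.084), in a range from 0.0053 to 0.37.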

We also found that expression of Rubisco genes, glutamate synthase, and glutamate dehydrogenase genes involved in nitrogen metabolism were increased upon treatment of N22 leaves with BA during senescence induced by dark treatment. The apparent increased expression of photosynthesis-related genes in BA-treated leaves may well be due to a decrease in the transcripts in the untreated control. It has been shown previously that a high yield of the rice cultivar Akenohoshi was due to maintenance of *rbcL* and *rbcS* transcript levels during senescence, whereas the lesser yielding Nipponbare showed a decline in these transcripts and CK could account for the difference in reduction of Rubisco during senescence between cultivars (Ookawa *et al.*, 2004).

 SAGs which have been reported to be up-regulated during senescence in earlier studies were found to be down-regulated in BA-treated leaves under DIS. These include glutamate decarboxylase (*Gad*) and aminotransferase (*Amt*) involved in the GABA shunt pathway (Ansari and Chen, 2009), SAG 29, the SWEET gene (*Mtn*), hexokinase (*Hks*), and β-glucosidase (*Bgs*) involved in sugar metabolism, and a group of genes encoding nutrient transporters such as a sugar transporter gene, ABC transporter, and potassium transporter. 

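Transcripts of SWEET6A, of the SWEET family of sugar transporters, fell in BA-treated leaves, from a signal of 131 ± 9.52 (SD, n = 3 arrays) without BA to 55.3 ± 2.01 (SD, n = 3) with it. This was a log2 change of -1.23 (standard error 0.08, adjusted p = 0.013 from limma). SWEET14 had a signal of 17.4 ± 0.656 with BA, near the constant in the values, and 64.2 ± 32.8 without (SD, n = 3 each), a log2 change of -1.68 (standard error 0.40, adjusted p = 0.27), with no overlap between the groups. Its second probe set had a log2 change of -1.42. SWEET1B had 0.60 (adjusted p = 0.35). Of 12 SWEET genes, 9 were below 0, with a median of -0.07 and a mean of -0.46 (camera, adjusted p = 0.1); 1 was lower over all probe sets, 3 were lower and 1 higher when adjusted over the list alone, and as many at an unadjusted p under 0.05. Among 27 β-glucosidase genes, 18 were below 0, with a median of -0.09 (camera, adjusted p = 0.32). The gene named BGLU1 or BGLU7 had a log2 change of -2.36 (adjusted p = 0.076, in a range from 0.013 without BA replicate 1 to 0.53) and BGLU8 of -0.57 (adjusted p = 0.15), whereas BGLU18 had 2.62 (adjusted p = 0.51, in a range from 0.018 to 0.99) and BGLU12 0.53 (adjusted p = 0.32). The value without BA replicate 1 rests on the close BA replicates 2 and 3 alone as the BA group. Untreated replicate 1 read 881 for BGLU18 against 89.3 and 78.7 on the other untreated arrays; its log2 change was 3.74 without that array (adjusted p = 0.018) and 2.01 without untreated replicate 3 (adjusted p = 0.6). Limma called 0 of these over all probe sets, 2 were lower when adjusted over the list alone, and 3 were higher and 3 lower at an unadjusted p under 0.05. For 7 hexokinase genes the median was -0.01, with 4 below 0 (camera, adjusted p = 0.96); 0 were called by limma over all probe sets, 0 adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. Of 22 potassium transporter genes, a list added after the names were seen, 15 were below 0, with a median of -0.07 (camera, adjusted p = 0.22). HAK10 had a log2 change of -1.02 (adjusted p = 0.16) and HAK17 of 1.83 (adjusted p = 0.29, in a range from 0.037 without untreated replicate 3 to 0.79); limma called 0 over all probe sets, 2 were lower when adjusted over the list alone, and 1 was higher and 4 lower at an unadjusted p under 0.05. The study drew these themes from the same arrays, so their direction is not independent evidence. The call of SWEET6A was lost without BA replicate 2 (0.16), BA replicate 3 (0.15) or untreated replicate 1 (0.05 after rounding) and with eBayes trend (0.075), and SWEET14 had an adjusted p of 0.04 without untreated replicate 2; over all settings tried SWEET6A ranged from 0.0074 to 0.38 and SWEET14 from 0.04 to 0.85.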

Our results showed that among the SAGs known to be down-regulated during senescence but found to be up-regulated upon BA treatment were two invertases (*Inv*) involved in sugar metabolism. 

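CINV1, a cytosolic invertase that splits sucrose, had a signal of 561 ± 131 (SD, n = 3 arrays) in BA-treated leaves and 247 ± 91.7 (SD, n = 3) in untreated leaves. This was a log2 change of 1.22 (standard error 0.30, adjusted p = 0.28 from limma). CIN4, a cell wall invertase, had a signal of 61.7 ± 2.19 with BA and 43.6 ± 3.93 without (SD, n = 3 each), a log2 change of 0.49 (standard error 0.09, adjusted p = 0.16). Both were higher on 3 of 3 BA-treated arrays than on any untreated array. CIN2 and CIN3 had log2 changes of -0.13 and -0.12, at signals near the constant in the values. Of 8 invertase genes, 5 were above 0, with a median of 0.38 (camera, adjusted p = 0.15). By limma 0 were called over all probe sets, 2 were higher when adjusted over the list alone and 2 at an unadjusted p under 0.05. The theme comes from the study's results on these arrays, so the list is not independent evidence, and neither neutral invertase locus of Table 1 could be tied to 1 gene. By qPCR the paper also finds an invertase gene higher with BA after 72 h of DIS.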

Increased expression of invertase has been reported to be required for delay of senescence mediated by CK in tobacco (Lara *et al.*, 2004).

We analyzed the expression of genes representative of various functions by qPCR. The expression of *Cdg*, *OsRR1*, and *OsRR4*, genes involved in CK metabolism and signaling, and *Ahs* involved in ABA degradation was higher and PSII-related genes such as *Cbp* (*Lhcb4*) and *Oep* also showed higher expression in BA-treated samples during 72h DIS (Fig. 5A). On the other hand, *Amt*, *Gad*, *Mtn*, *Hks*, and *Bgs* genes involved in sucrose metabolism and *Ppo* involved in Chl biosynthesis showed reduced expression, while the *Inv* gene which is normally down-regulated during senescence showed increased expression in BA-treated leaves following 72h of DIS (Fig. 5B). We also compared the expression of these genes during natural leaf senescence. Similar results were obtained when the expression of genes from naturally senescing third youngest N22 leaves from 48-day-old plants were compared with still green *N22-H-dgl162* leaves of the same age and position in the plant (Fig. 5C, D), suggesting similarity of events during natural senescence and DIS. The only exception was expression of the *Gad* gene in *N22-H-dgl162* leaves, indicating that glutamate decarboxylase which converts glutamate to GABA is up-regulated only during natural senescence (Fig. 5D). It has been reported that GABA may have a role as a signal molecule in co-ordinating carbon:nitrogen balance during developmental and not dark- or starvation-induced senescence (Buchanan-Wollaston *et al.*, 2005).

**Fig. 5.**
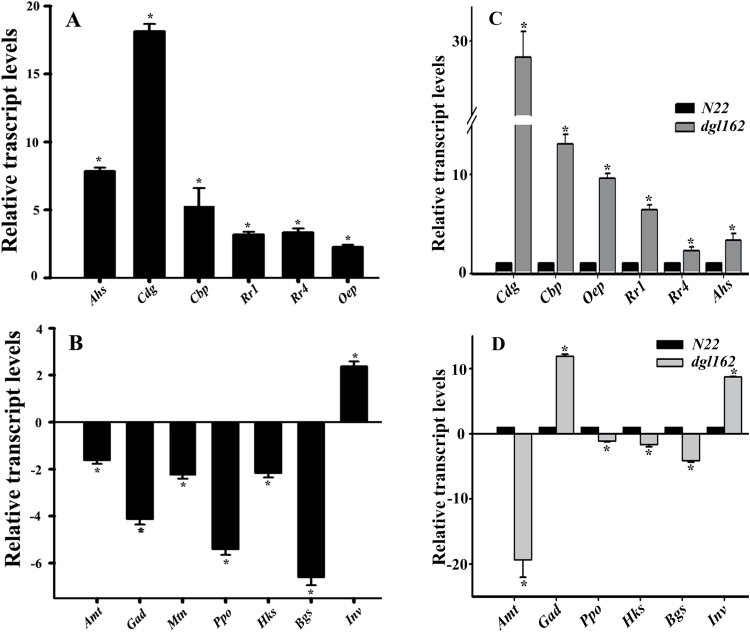
Transcript levels of genes differentially expressed in microarray analysis. Total RNA was extracted from N22 leaves subjected to 72h of DIS, with and without BA treatment (A, B) or the third youngest leaf of 48-day-old N22 and *N22-H-dgl162* rice plants (C, D). Real-time PCR was performed with primers for genes which include (A, C) phytohormone- and PSII-related: ABA hydroxylase (*Abs*), CK dehydrogenase (*Cdg*), OsRR1 (*Rr1*), OsRR4 (*Rr4*), Lhcb4 chlorophyll A-B binding protein (*Cbp*), and PSBP-1, 23kDa oxygen-evolving complex (*Oep*); (B, D) senescence-associated genes (SAGs): aminotransferase (*Amt*), glutamate decarboxylase (*Gad*), SAG29 (*Mtn*), protoporphyrinogen oxidase (*Ppo*), hexokinase (*Hks*), β-glucosidase (*Bgs*), and plant neutral invertase (*Inv*). *Actin* was used as internal standard. Data represent the mean ±SE from three independent biological replicates, and an asterisk indicates a *P*-value of 0.05.

### Expression levels of genes involved in Chl *a*/*b* conversion

Expression levels of the four genes involved in the Chl *a/b* cycle were analyzed by qPCR to follow the kinetics of regulation. BA-treated N22 leaves were compared with untreated N22 leaves at 0, 24, 48, 72, and 96h of DIS. Expression of the *Actin* gene was used as an internal control to normalize the expression levels in all the samples. There was an increase in expression of *Cao* within 24h of BA treatment, with the level remaining high till 72h of DIS, whereas the level decreased in untreated samples after 72h of DIS when compared with untreated non-DIS control, suggesting that *CaO* is repressed under senescence. *Nol* and *Hcar* showed a similar pattern of expression to *CaO*, being strongly expressed 72h after DIS in response to BA treatment, and showed a decrease in expression in DIS leaves compared with untreated, non-DIS control (Fig. 6). *Nyc1* showed reduced expression in both untreated and BA-treated samples, indicating that it is strongly repressed during dark treatment.

**Fig. 6.**
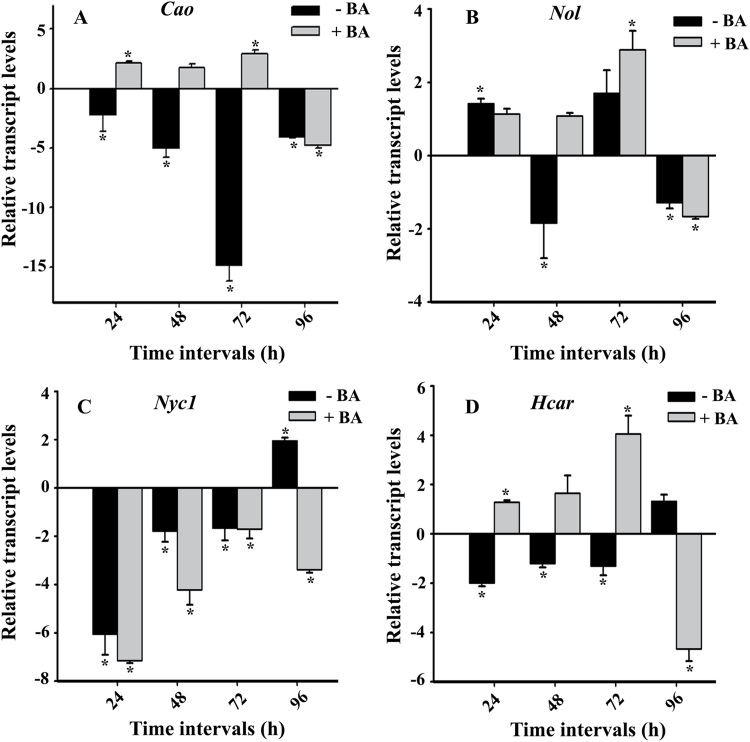
Expression pattern of genes encoding enzymes involved in the Chl *a*/*b* cycle. Total RNA was extracted from N22 leaves without and with BA treatment for 0, 24, 48, and 72h of dark incubation. Real-time PCR was performed with primers for (A) *Cao* (chlorophyllase *a* oxygenase); (B) *Nol* (*Nyc1*-like); (C) *Nyc1* (non-yellow coloring 1); and (D) *Hcar* (hydroxymethyl *Chla* reductase). Primer details are given in Supplelemtary Table S1. *OsActin* was used as control.

### Cytokinin stabilizes chlorophyll–pigment complexes

Microarray analysis indicated that PSII-related genes were differentially expressed, and Chl analysis revealed that Chl *a/b* ratios and *F*_v_/*F*_m_ values were maintained during DIS in *N22-H-dgl162* and BA-treated N22 leaves, suggesting intactness of pigment–protein complexes. To study the effect of BA treatment on the stability of Chl*–*protein complexes, we performed non-denaturing green gel analysis. In the untreated leaves at 0h, three distinct major bands representing the RC–LHC complex, the LHCs, and free pigments were observed (Fig. 7A). In the untreated N22 leaves, the complexes were drastically reduced by 72h of DIS and degraded by 96h of DIS, whereas all the bands remained intact in *N22-H-dgl162* and BA-treated N22 leaves after 96h of DIS (Fig. 7A). However, BA treatment of *N22-H-dgl162* affected the complexes, and degradation was observed at 96h of DIS. Hence, Chl–pigment complexes were stable in *N22-H-dgl162* and BA-treated N22 leaves during DIS in rice leaves.

**Fig. 7.**
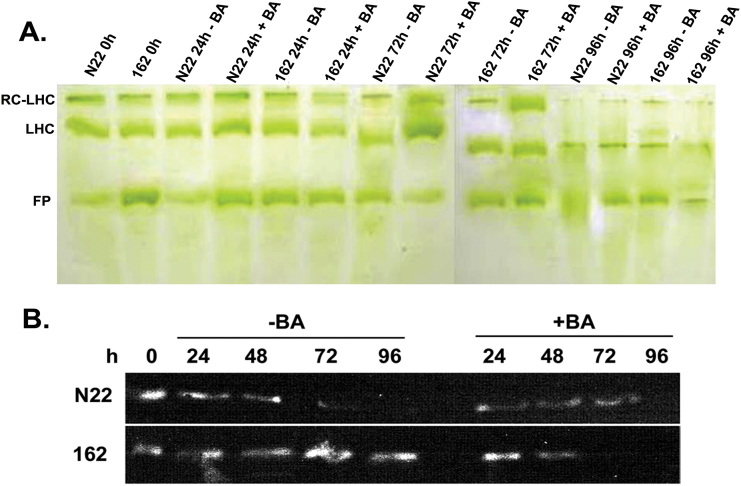
Electrophoretic analysis of pigment–protein complexes. (A) Green gel analysis of thylakoid membranes isolated from cut leaves of N22 and *N22-H-dgl162* incubated in the dark with or without BA treatment at different time intervals and solubilized with a detergent. Samples loaded into each well of the non-denaturing native gel were normalized to the fresh weight of leaves. Labels indicate: RC-LHC, reaction center–light harvesting complex; LHC, light-harvesting complex; FP, free pigment. (B) Western blot analysis of PsbP protein from untreated and BA-treated leaves of N22 and *N22-H-dgl162* leaves at 0h and different times of dark incubation. Extracts were prepared in 5ml of extraction buffer for 150 µg FW of leaf for each sample and 50 µg of protein was loaded on each lane after estimation using the Bradford method. Anti-Psb antiserum was used to detect protein, and a single band of ~23kDa was obtained. (This figure is available in colour at *JXB* online.)

Western blot analysis was performed to examine the change in the amount of PsbP, a component of the OEC of PSII which showed a 5-fold increase in transcript levels in microarray analysis. In N22, the PsbP levels remained constant until 72h following BA treatment during DIS, by which time degradation was observed in the untreated samples (Fig. 7B). The level of Psb protein was maintained in the *N22-H-dgl162* mutant without BA treatment even at 96h of DIS, whereas BA treatment caused degradation by 72h of DIS. These results were in agreement with the degradation of pigment–protein complexes observed using green gel analysis. The changes in protein level support the possibility that the increase in transcript levels of photosynthetic genes in BA-treated N22 samples in comparison with untreated controls could be because of the degradation of transcripts in untreated controls rather than up-regulation of the genes.

## Discussion

The plant hormone CK is known to delay senescence in plants. BA-treated detached N22 leaves and untreated detached leaves of the *N22-H-dgl162* mutant showed a delay in senescence when subjected to DIS, a commonly used procedure for artificially inducing senescence by dark treatment of detached leaves to obtain uniformity and save time while performing experiments (Oh *et al.*, 2003; Chrost *et al.*, 2004). The physiological parameters indicated that delays in initiation of Chl degradation and loss of photosynthetic efficiency contribute to delayed senescence. This signifies the Type A category of stay-greenness in *N22-H-dgl162*, an agronomically important trait for crop productivity (Hörtensteiner, 2009). Further characterization of *N22-H-dgl162* would help to identify the mutation.

Our microarray data showed a higher level of transcripts for several plastid-localized photosynthesis-related genes such as Rubisco activase, Rubisco small chain, cytochrome *b*_6_-*f* complex, *PsbO*, *PsbP*, and *Cpb* in BA-treated leaves when compared with untreated leaves during DIS. Also the level of PsbP protein remained constant upon BA treatment during DIS. On the other hand, a Chl biosynthetic gene (*Ppo*) was down-regulated, suggesting that BA treatment maintains Chl levels by preventing degradation rather than inducing its synthesis, and protects the photosynthetic machinery during DIS, similar to the effect reported in wheat (Zavaleta-Mancera *et al.*, 2007).

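The gene of Rubisco activase, rca, had a signal of 392 ± 15.9 (SD, n = 3 arrays) in BA-treated leaves and 232 ± 65.9 (SD, n = 3) in untreated leaves. This was a log2 change of 0.79 (standard error 0.20, adjusted p = 0.31 from limma), higher on 3 of 3 BA-treated arrays than on any untreated array. Its 4 probe sets had log2 changes from 0.77 to 0.85.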

Porra *et al.* (1994) showed by MS and ^18^O labeling that an oxygenase as opposed to a hydratase mechanism is operational in a two-step conversion of Chl *a* to Chl *b*. HPLC and MS/MS data revealed additional peaks in BA-treated leaves with *m/z* values of 910 and 925, suggesting accumulation of HmChl and aldehyde hydrate derivatives of Chl *a* during DIS. *CaO*, coding for the enzyme which catalyzes the oxidation of Chl *a* to Chl *b* in the two-step process, is up-regulated following BA treatment within 24h of DIS, suggesting that CK enhances the conversion of Chl *a* to Chl *b.* The appearance of an additional peak in HPLC and accumulation of HmChl and aldehyde hydrate species of Chl *a* in the leaf tissues also occurs at the same time. Also, we found that transcript levels of *Hcar* and *Nol* were reduced during DIS in untreated N22 samples, whereas BA-treated samples showed increased expression of both genes from 24h, with maximum expression at 72h, suggesting their role in Chl turnover. *Hcar* and *Nol* are reported to be drastically down-regulated during DIS and highly up-regulated during greening of etiolated seedlings (Sakuraba *et al.*, 2013). Overexpression of *Cao* (Tanaka *et al.*, 2001), as well as a decrease in Chl *a/b* ratios under low light intensities (Tanaka and Tanaka, 2011), has been reported to affect enlargement of the antenna size of PSII. Although BA treatment resulted in higher levels of *Cao*, this did not affect the Chl *a/b* ratios, suggesting maintenance of antenna size during DIS. The increased expression of *Cao* did not affect the Chl *b* levels during DIS, probably because of the feedback mechanism mediated by its N-terminal domain (Yamasato *et al.*, 2005) and also due to increased levels of other enzymes in the Chl cycle. Green gel analysis showed intact pigment–protein complexes in BA-treated leaves in comparison with untreated leaves during DIS. All these results suggest that CK delays the DIS via accumulation of HmChl, probably by regulating the conversion of Chl *a* to Chl *b* and maintaining the Chl *a*/*b* ratios and pigment–protein complexes.

In summary, we report that CK retards senescence in cut leaves of N22 following dark treatment and HmChl accumulates in response to CK treatment. Our results show that HmChl levels increase till 96h following CK treatment, thereby maintaining the Chl *a*/*b* ratio during the delay of dark-induced leaf senescence. The accumulation of HmChl appears to have an adaptive value since it is stable, has a similar molecular structure and absorption spectra to Chl *a* and Chl *b*, and is probably incorporated in the pigment–protein complexes functioning as a light-harvesting pigment as suggested by Nagane *et al.* (2010). The light energy absorbed by HmChl may be transferred to neighboring pigments without producing reactive oxygen species since *hmc1* mutants of *Arabidopsis thaliana* which accumulate HmChl do not show necrosis and cell death (Nagane *et al.*, 2010). It is known that under dark conditions, Chl *a* is irreversibly degraded to catabolites, resulting in a major decrease in levels of total Chl, breakdown of pigment–protein complexes, and yellowing of leaves (Hörtensteiner, 2006). HmChl may be serving as a stable substrate ensuring continued availability of Chl *a* which would otherwise be degraded and not be available for conversion to Chl *b*, thereby maintaining the Chl *a*/*b* ratio. We conclude that CK affects the Chl *a*/*b* interconversion cycle and maintains the stability of photosynthetic pigment complexes, resulting in prolonged greenness during senescence.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. List of primers used in this study.

Supplementary Data

## Abbreviations:

BA: 6-benzyl adenine
Chl: chloropyll
CK: cytokinin
DIS: dark-induced senescence
HmChl: 7-hydroxymethyl chlorophyll
8HQ: 8-hydroxyquinoline
LHC: light-harvesting complex
N22: Nagina 22
PS: photosystem.

# Supplementary material for: Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes
**Source:** J Exp Bot. 2016 Jan 29;67(6):1839–51. doi: 10.1093/jxb/erv575
**Supplement:** Supplementary Data

Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes — Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes — Supplementary Data 

# Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes

## Supplementary Data

Data files

- supplementary\_table\_S1.pdf - Supplementary Data

# Supplementary material for: Cytokinin delays dark-induced senescence in rice by maintaining the chlorophyll cycle and photosynthetic complexes
**Source:** J Exp Bot. 2016 Jan 29;67(6):1839–51. doi: 10.1093/jxb/erv575
**Supplement:** Supplementary Data

Cytokinin Delays Dark-Induced Senescence in Rice by Maintaining Chlorophyll Cycle and Photosynthetic Complexes. *Sai Krishna Talla, Madhusmita Panigrahy, Saivishnupriya Kappara, Nirosha P, Sarla Neelamraju, and Rajeshwari Ramanan*

Supplementary Table S1. List of primers used in this study

Gene	Forward primer (5'–3')	Reverse Primer (5'–3')
<i>Abs</i>	CATGACACTCACGCATCAGG	CCGGGTTGTGATGGATGTTTC
<i>Cdg</i>	GCGTGCTGTATTTCTCGAG	GCAGCACATCCATCCTCTTG
<i>Rr1</i>	CAGTGATCGTCATGTCGTCG	GCTGTACGTCCTTGCTTTGA
<i>Rr4</i>	AAGCTCAAGTCTCACCTGCT	TTCATCTGGTTTGTGTGGCG
<i>Cbp</i>	GATCTCGACGCTGATCTGGA	GTACAGCCTCTTCTCCGGGT
<i>Oep</i>	CCTACACCCTCGACGAGATC	GGCGACCAGATTCTTGATGG
<i>Amt</i>	CGACTTCATCAGGGGTCATT	GGAAGTCCGATTGTTGGAGA
<i>Gad</i>	CTCCGTGGTGACAGGGTACT	GATCATCAACGACGAGCTGA
<i>Mtn</i>	GAGTACATGCCCTTCTCCCTCT	GTAGAACACGTAGAGCCCCATC
<i>Ppo</i>	GGAGCACGATTTGGAAAGAG	CGCGTAGTCAGGGAGTTGAG
<i>Hks</i>	CTTTCCCAGCAGTCCAGAG	GCAAGTCTCGATCCCAAGAG
<i>Bgs</i>	AATGTCCCGATGATGTTGGT	CGTTCTTCTTCGGCGACTAC
<i>Inv</i>	AGTTTAATGCCGGTTTGCAC	GCTGTGCCTCTTGATGACAA
<i>Actin</i>	CGGGAAATTGTGAGGGACAT	AGGAAGGCTGGAAGAGGACC

How the deposited data were processed for this re-analysis (not part of the article)

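RNA of detached N22 leaves after 72 h of DIS was measured on 6 Affymetrix rice arrays, 3 for BA-treated and 3 for untreated leaves. The authors deposited 1 intensity per probe set and array on a linear scale, made with PLIER and a variance stabilization that adds a constant. The submitters' processing notes name PLIER and RMA; their versions, the role of RMA and the scaling between arrays are not given in the sources used here. Gene names came from the platform annotation of the probe sets, joined by gene identifier to the names of the rice assembly ASM3414082v1. A probe set listed with several genes was given no name, and a gene was read from the probe set with the highest mean over all arrays.

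The deposited intensities were used with no further normalization, as log2(signal + 1), and compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 57258 probe sets and a threshold of 0.05. Every adjusted p given for a gene is from limma, and every one given for a gene list from limma's camera at a preset correlation of 0.01 unless another is named. Counts at the study's thresholds take over 1.5-fold and an unadjusted p under 0.05. The genes named in the text are those of Table 1 and of the results text that could be matched, up to 10 genes with the largest rise and 10 with the largest fall among those with an adjusted p under 0.05 and no overlap between the groups, and from each list up to 4 members with the smallest p, at most 2 per direction. Values of Table 1 had been seen when that rule was set.

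The sources used here hold no table that pairs the locus numbers of Table 1 with probe sets. RR1 and RR4 were matched by name and 5 other genes as the only gene of the stated product that the reference names on the chromosome in the locus number, which is an inference because only part of the genes are named; the other entries were not matched. List themes were fixed first and members were picked by name later, since the reference holds no descriptions to read them from. Of 42 lists, 2 had no named gene, 9 had under 3 measured genes and were only described, and 31 were tested; 13 lists pooled or added later were tested apart. A gene also named HSP2, a heat shock factor, was taken out of the heat shock protein list after that list had been tested, which moved its adjusted p from 0.034 to 0.06.

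The fit was tested on simulated data. For the comparison of BA-treated with untreated leaves over 57258 probe sets, limma recovered 50 of 100 probe sets changed by 1 on the log2 scale and 85 of 100 changed by 2, with 8 false calls, and the study's thresholds recovered 92 and 98 with 716 false calls. Among 60 simulated lists of 10 genes, camera recovered 10 of the 10 shifted by 0.8, with 0 false calls among the rest. All simulated values were drawn independently between probe sets and arrays. The false calls therefore do not measure the error on the real arrays, where genes can be correlated and BA replicates 2 and 3 are close. Alternatives covered normalization between arrays, the spread estimate, array weights, filters on dim probe sets, probe sets open to cross-hybridization and the replicate number as a block. They also covered an ordinary t-test with pooled variance, each array left out, the log offset, the mean of a gene's probe sets, camera with an estimated correlation, and fry. The averaging of BA replicates 2 and 3, alone or with untreated replicate 3 left out, was added after the arrays had been compared. The number of arrays limits the precision of every value.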

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

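The tests of RNA quality, of a single RNA sample on 2 arrays, of other splits at the study's thresholds, and of the auxin response list without dim probe sets as a test of the constant were chosen only after the result was seen, as were the naming of MT2C and MT2B as metallothioneins and the averaging of BA replicates 2 and 3; the aquaporin list was added after the gene names, but not its values, were seen.

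Several results lie outside what the paper reports on. The metallothionein genes MT2C and MT2B had log2 changes of -6.09 and -3.88, with 5 of 5 and 3 of 4 probe sets under -3. These 8 probe sets are of the _a_at and _x_at classes, open to cross-hybridization, and the log2 changes were -5.02 and -2.78 with the mean of a gene's probe sets. Their calls were lost without BA replicate 2 (adjusted p = 0.087 for each from limma) or BA replicate 3 (0.077 and 0.07) and by an ordinary t-test (0.14 and 0.12). Their log2 changes without BA replicate 2 or 3 were -6.20 and -6.28 for MT2C and -3.86 and -3.99 for MT2B. Over all settings their adjusted p ranged from 0.00082 and 0.0014 to 0.38. The median log2 change of the auxin response list was -0.32.

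For 23 genes of cytosolic ribosomal proteins the median log2 change was 0.18, with 20 above 0 (camera, adjusted p = 0.021; adjusted p = 0.87 with an estimated correlation and 0.6 with fry); 0 were called by limma over all probe sets, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. This call was lost without untreated replicate 1 (0.52), untreated replicate 2 (0.052) or BA replicate 1 (0.38), with array weights (0.091) and with eBayes trend (0.05 after rounding), in a range from 0.00026 to 0.87. For 25 aquaporin genes, the water channels, the median was -0.28, with 21 below 0 (camera, adjusted p = 0.0043; adjusted p = 0.56 with an estimated correlation and 0.32 with fry). By limma 0 aquaporins were called over all probe sets, 2 were lower when adjusted over the list alone, and 6 were lower and 1 higher at an unadjusted p under 0.05; the list's call was lost without untreated replicate 1 (0.17), in a range from 0.00049 to 0.56.

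Untreated replicate 3 correlated better with BA replicates 2 and 3 (Pearson's r across probe sets, which are not independent, of 0.949 and 0.952) than with untreated replicates 1 and 2 (0.939 and 0.931). For an exchange with BA replicate 1, OsRR1 and OsRR4 were read. They lay lower on untreated replicate 3 by a mean log2 difference of -0.99, beyond the 0.72 found among the other untreated arrays. The study picked both genes on these arrays under these labels, which largely fixed that outcome, so the test cannot decide. RNA quality stays open: the mean 3′ minus 5′ log2 signal of 1.08 lay within the 0.95 to 1.17 of the other arrays, but that bound was wrong as a test because it does not measure ribosomal RNA, and the 28S signal was 346 there against 28.3 to 47.1. A batch shared with BA replicates 2 and 3 stays open too: that split gave 1 call, under the 91 by treatment, but 2633 probe sets at the study's thresholds against 2227, so a bound on calls alone was wrong. Leaves less far into senescence remain a possible explanation, with light reaction genes higher on untreated replicate 3 by a median of 0.37 where the other untreated arrays differed by 0.29.

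BA replicates 2 and 3 were far closer to each other (SD of the log2 difference 0.16, r = 0.994 across probe sets) than other pairs (0.416 to 0.615). A single RNA sample hybridised to 2 arrays could give this, and could not be excluded: the poly-A controls differed by up to 0.45 between them, above that SD but under 4 times it. The paper states biological replicates, and no biological explanation was tested.

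Over the 26 auxin response genes above the median signal the list was still lower (camera at the preset correlation, adjusted p = 0.0026). This does not test the constant in the values as a cause, because the constant draws the changes of dim probe sets towards 0. A comparison of the brighter with the dimmer genes, set first, decides nothing for the same reason. That BA lowers auxin response transcripts in darkened leaves is a hypothesis found on these arrays, and a difference between arrays that moves with treatment stays open for it. With an estimated correlation the list's call was lost (camera, adjusted p = 0.28). That estimate was 0.02, close to the preset 0.01, so it gives no ground to name correlation between genes as the cause. The cellulose synthesis and cytokinin dehydrogenase lists also lost their calls (camera, adjusted p = 0.2 and 0.37), at estimates of 0.015 and -0.079. For these lists the values argue against a high correlation between genes as the reason. What else in that setting ended the calls was not tested.

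The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The split by treatment gave 91 calls and the highest other 1 (1 split as large), 2227 probe sets at the study's thresholds and the highest other 2633 (2 splits as large), and, among the 31 lists fixed first, 7 called and the highest other 7 (3 splits as large). Each of the other splits called at least 3 of those lists. The split with 2633 set untreated replicate 3 and BA replicates 2 and 3 against the rest, and follows the correlations between arrays.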

How the results depend on the processing

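The settings that average BA replicates 2 and 3, and the comparison of the heat shock list with and without HSP2, were chosen only after the result was seen. Calls by limma (53 higher and 38 lower) came to 150 and 130 with array weights, which favour the close BA replicates 2 and 3. They came to 1 and 0 by an ordinary t-test (685 and 802 at the study's thresholds). They came to 0 and 0 with BA replicates 2 and 3 averaged, alone (791 and 964 at those thresholds) or with untreated replicate 3 left out (756 and 1270). Lower calls were 63 with eBayes trend and 19 without _x_at, _s_at and _a_at probe sets; other settings, apart from the replicate block and arrays left out, stayed within 1.5 times. Leaving out 1 array gave 0 (without BA replicate 2 or 3) to 98 (without BA replicate 1) higher and 0 (the same arrays) to 82 (without untreated replicate 2) lower; higher calls were 35 and 31 without untreated replicates 1 and 3. At the study's thresholds these ranges were 793 to 1398 and 952 to 1776. All 12 calls among the named genes were lost without BA replicate 2 or 3, with BA replicates 2 and 3 averaged and by an ordinary t-test. Of the 31 lists fixed first 7 were called, of which 0 held with an estimated correlation and 3 (cytokinin dehydrogenases, auxin response and cellulose synthesis) with fry; 2 pooled or added lists, light reactions and aquaporins, were also called, and 0 of these held with either. Among the lists fixed first the number called with 1 array left out was 3 (without untreated replicate 2) to 9 (without untreated replicate 1), with 4 without BA replicate 1. Genes of Table 1 kept their direction in 7 of 7 under each array left out, and in the 4 of 4 measured without _x_at, _s_at and _a_at probe sets, where fewer probe sets remain. The log2 change of CAO was -0.02 without untreated replicate 1 and 0.53 without untreated replicate 3, against 0.19. Actin 3′ minus 5′ ranged from -0.26 to -0.0493. Otherwise the cause was not tested. Signals near the constant limit what folds can be seen.

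With the replicate block, limma called 0 higher and 0 lower (1277 and 1454 at the study's thresholds), which ended all 12 calls among the named genes. The labels give only numbers, and deviations of same-numbered arrays correlated at 0.42, -0.013 and 0.42, with 4 of 6 arrays closest to their own number, so the arrays were not taken as paired.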

Differences from the paper's values

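No test here was chosen after the result was seen. For Fd-GOGAT, Table 1 of the paper gives a fold change of 2.2 and the arrays gave 2.02, a gap above the replicate SD. Among the alternatives set before the data were examined, the gap closed without untreated replicate 2 (2.08) and stayed under all others, from 1.79 with the mean of a gene's probe sets to 2.04 with quantile normalization. GDH2, at the paper's 2.8 and 2.26 here, differed only without untreated replicate 3 (1.87). The other matched genes of Table 1 differed from it by less than the replicate SD, and 7 of 7 had its direction. For RR1 and SWEET14 this says little, since 1 of their groups lies near the constant in the values and with offset 16 their folds moved from 3.25 to 2.28 and, as a decrease, from 3.2 to 2.25.

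The paper describes genes of auxin synthesis as higher with BA, and 3 of 8 named genes of tryptophan and auxin synthesis were above 0 here, NIT4 among them at 0.67. It describes oxidative stress genes as higher, and 2 of 6 glutathione S-transferases were above 0, GSTU6 at 0.78 among them. None of these auxin synthesis or glutathione S-transferase genes was tied to a locus of Table 1, so they are shown neither to be the paper's genes nor to be others. Table 1 gives 19.6-fold for a cytokinin dehydrogenase locus that could not be tied to 1 gene. The 5 cytokinin dehydrogenases measured here had a mean log2 change of 0.43. By qPCR the paper finds Nol and Cao strongly expressed with BA at 72 h. On the arrays NOL had a log2 change of -1.43 (adjusted p = 0.54 from limma) and CAO of 0.19 (adjusted p = 0.93).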

Other observations

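The lists of aquaporins, alpha-amylases, DNA replication, PP2C phosphatases, FtsH proteases, phosphate transporters and heat shock transcription factors were added after the gene names, but not their values, had been seen, and the heat shock list was tested without HSP2 only after the result with it was seen. Among aquaporins, PIP2-6 had a signal of 32.9 ± 7.86 (SD, n = 3 arrays) with BA and 428 ± 233 (SD, n = 3) without, a log2 change of -3.56 (adjusted p = 0.052 from limma, in a range from 0.011 with eBayes trend to 0.38), and PIP1-1 had -1.37 (adjusted p = 0.14, in a range from 0.021 without untreated replicate 2 to 0.71), whereas PIP2-7 had 1.11 (adjusted p = 0.45). Among transcription factors, WRKY62 had a log2 change of 1.70 (adjusted p = 0.14) and NAC068 of 2.29 (adjusted p = 0.41), while NAC2 had -0.63 (adjusted p = 0.15). BA replicate 1 read 2121 for NAC068 against 519 and 506 on the other BA-treated arrays, and without it the log2 change was 1.61 (adjusted p = 0.42, in a range from 0.24 to 0.85 over all settings tried). The 6 WRKY genes had a median of -0.24, a mean of 0.05 and an upward sign in camera (adjusted p = 0.97), and the 8 NAC genes a median of 0.24 (adjusted p = 0.97). Adjusted over the list alone, 1 WRKY gene was higher and 1 NAC gene lower. Of 31 jasmonate synthesis and TIFY genes, LOX1.1 was the 1 called over all probe sets and over the list alone; the median was -0.05 with an upward sign in camera (adjusted p = 0.96), and JAZ1 had -1.02 (adjusted p = 0.29).

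For chlorophyll synthesis the median over 14 genes was 0.03 (camera, adjusted p = 0.97), with CHLH, a magnesium chelatase subunit, at 0.75 (adjusted p = 0.48) and HEMD at -0.37 (adjusted p = 0.27). The chlorophyll cycle genes CAO, NOL and NYC1 had a median of -0.73 (camera, adjusted p = 0.37). That median is the log2 change of NYC1, which ran from -1.09 without untreated replicate 2 to -0.37 without BA replicate 1. NYC1 had a signal of 758 ± 279 with BA and 1264 ± 498 without (SD, n = 3 each). The breakdown genes RCCR1 and SGR had log2 changes of -0.20 and -0.16, and the cysteine protease genes CP1 and REP1 -0.19 and -0.09. Breakdown of asparagine and branched-chain amino acids had a median of 0.42 over 5 genes (camera, adjusted p = 0.17), with ETFB at 0.87 (adjusted p = 0.56), and 7 autophagy genes had 0.13 (adjusted p = 0.96).

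Heat shock proteins, 25 genes, had a median log2 change of -0.21 (camera, adjusted p = 0.06), with 7 lower and 2 higher at an unadjusted p under 0.05 and 1 lower and 1 higher adjusted over the list alone; with HSP2 among 26 genes these were -0.30 and 0.034 (adjusted p = 0.8 with an estimated correlation). HSP17.4 had a signal of 119 ± 43.3 with BA and 380 ± 174 without (SD, n = 3 each; adjusted p = 0.33 from limma), and HSP18.8 a log2 change of 0.67 (adjusted p = 0.11), and 20 heat shock transcription factors had a median of -0.06 and an upward sign in camera (adjusted p = 0.97).

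The lists given next did not pass camera. The medians were 0.00 for 22 histones and cyclins (adjusted p = 0.96), -0.04 for 29 expansins (0.84), 0.00 for 24 DNA replication genes (0.97), -0.16 for 55 PP2C phosphatases (0.063), 0.04 for 9 phosphate transporters (0.87) and -0.01 for 4 alpha-amylases (0.99). For 9 FtsH proteases the median was 0.06 and the mean -0.08 (0.9). As markers of other leaf tissues, 26 genes of vascular and lignifying tissue had a median of -0.08 and a mean of 0.06 with a downward sign in camera (0.97), and 6 epidermis and cuticle genes a median of -0.27 (0.37). The actin gene AC1 had a log2 change of -0.26 (adjusted p = 0.72 from limma).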
